# Mouse myofibers lacking the SMYD1 methyltransferase are susceptible to atrophy, internalization of nuclei and myofibrillar disarray

**DOI:** 10.1242/dmm.022491

**Published:** 2016-03-01

**Authors:** M. David Stewart, Suhujey Lopez, Harika Nagandla, Benjamin Soibam, Ashley Benham, Jasmine Nguyen, Nicolas Valenzuela, Harry J. Wu, Alan R. Burns, Tara L. Rasmussen, Haley O. Tucker, Robert J. Schwartz

**Keywords:** Genetics, Development, Muscle, Myocyte, SMYD1, Methylation, Myopathy

## Abstract

The *Smyd1* gene encodes a lysine methyltransferase specifically expressed in striated muscle. Because *Smyd1-*null mouse embryos die from heart malformation prior to formation of skeletal muscle, we developed a *Smyd1* conditional-knockout allele to determine the consequence of SMYD1 loss in mammalian skeletal muscle. Ablation of SMYD1 specifically in skeletal myocytes after myofiber differentiation using *Myf6^cre^* produced a non-degenerative myopathy. Mutant mice exhibited weakness, myofiber hypotrophy, prevalence of oxidative myofibers, reduction in triad numbers, regional myofibrillar disorganization/breakdown and a high percentage of myofibers with centralized nuclei. Notably, we found broad upregulation of muscle development genes in the absence of regenerating or degenerating myofibers. These data suggest that the afflicted fibers are in a continual state of repair in an attempt to restore damaged myofibrils. Disease severity was greater for males than females. Despite equivalent expression in all fiber types, loss of SMYD1 primarily affected fast-twitch muscle, illustrating fiber-type-specific functions for SMYD1. This work illustrates a crucial role for SMYD1 in skeletal muscle physiology and myofibril integrity.

## Abstract (precis)

**Summary:** Elimination of the lysine methyltransferase SMYD1 from mouse skeletal muscle caused myopathy with excessive internal nuclei, atrophy, myofibrillar disorganization and broad upregulation of muscle gene expression.

## INTRODUCTION

The *SMYD1* gene encodes an evolutionarily conserved histone methyltransferase containing a catalytic SET domain split by a zinc-finger-rich MYND domain. The SET domain is required for trimethylation of histone H3 lysine 4 (H3K4me3) (Sirinupong et al., 2010; Tan et al., 2006), a chromatin modification associated with active transcription (Strahl et al., 1999). The MYND domain is a protein-protein interaction motif best known for its association with histone deacetylase (HDAC)-containing co-repressor complexes (Liu et al., 2007; Lutterbach et al., 1998; Masselink and Bernards, 2000). Thus, SMYD1 possesses both transcriptional activator and repressor properties. SMYD1 also localizes to the sarcoplasm, where it directly interacts with myosin through its C-terminal region (Just et al., 2011).

Expression of *SMYD1* is highly restricted to the striated muscles of human, fish, frog, chicken and mouse (Gottlieb et al., 2002; Kawamura et al., 2008; Li et al., 2009; Tan et al., 2006). *Smyd1* mRNA was detected in the earliest cardiac progenitor cells within the precardiac mesoderm. Later in embryonic development, its expression becomes restricted to the myocardium (Gottlieb et al., 2002; Rasmussen et al., 2015). In the skeletal muscle lineage, *Smyd1* mRNA is detectable within the somites as early as embryonic day 9.5 (E9.5); protein is first detectable within differentiating myoblasts (Nagandla et al., 2016). Expression persists in both cardiac and skeletal myocytes throughout development and into adulthood.

SMYD1 plays an essential role in heart and skeletal muscle development. *Smyd1*-null mice die *in utero* prior to skeletal muscle development, owing to heart defects (Gottlieb et al., 2002). Because of this early lethality, information regarding the *in vivo* skeletal muscle function(s) of SMYD1 has been limited to studies in zebrafish. Zebrafish have two highly similar genes, s*myd1a* and s*myd1b*. Knockdown of *smyd1b* results in disruption of myofibril formation in both skeletal and cardiac muscles (Li et al., 2013; Tan et al., 2006). Likewise, the zebrafish mutant *flatline* (*fla*), carrying a null mutation within *smyd1b*, fails to form sarcomeres (Just et al., 2011). Individual morpholino knockdowns of the two *smyd1* genes showed *smyd1b* to be more crucial of the two for myofibrillogenesis; however, ectopic expression of *smyd1a* can substitute for loss of *smyd1b* (Gao et al., 2014). The mammalian and zebrafish *Smyd1* genes encode two mRNA transcripts via inclusion or exclusion of a small exon encoding 13 amino acids (Hwang and Gottlieb, 1997). Although differential functions for these isoforms have not been addressed in mouse or human, the zebrafish protein encoded by the inclusion of the small exon localizes to the M-line, whereas the shorter isoform exhibits weak sarcomere association (Li et al., 2011). The precise function of SMYD1 in myofibrillogenesis has remained unclear regardless of species. SMYD1 associates with nascent myosin during sarcomerogenesis and then localizes to the M-line of mature sarcomeres (Just et al., 2011). Thick filament chaperones are upregulated in the absence of *smyd1b*, supporting the idea that SMYD1 stabilizes myosin (Li et al., 2013). Collectively, the published data concur that SMYD1 is a striated-muscle-specific methyltransferase essential for proper development of cardiac and skeletal muscle, and which might stabilize assembly of the contractile apparatus. Thus, further investigation of the molecular biology of SMYD1 is essential to our understanding of the molecular genetics of muscle physiology.

To circumvent embryonic lethality in mice, we generated a *Smyd1* conditional-knockout (CKO) allele (Rasmussen et al., 2015) to test the hypothesis that SMYD1 is required for proper skeletal muscle development in mammals. Specific inactivation of *Smyd1* in skeletal myocytes resulted in a myopathy with excessive internal nuclei, atrophy and myofibril disarray. The pathology was primarily manifest in fast-twitch muscles, with males being more severely affected than females. These phenotypic findings along with gene-expression profiling suggest a mechanism by which myofibers fail to fully mature. That SMYD1 also regulates cardiac development and function opens the possibility that *SMYD1* is a genetic link between skeletal and cardiac myopathies.

## RESULTS

To determine the function of SMYD1 in skeletal muscle, we conditionally inactivated the *Smyd1* gene using *Myf6^cre^*. In this strain, an internal ribosome entry site (*IRES*)*-Cre* cassette is located within the 3′ untranslated region (UTR) of the *Myf6* gene, allowing bicistronic expression of *Myf6* and *Cre* (Keller et al., 2004). Our genetic approach included the *Rosa26^YFP^* allele, which allowed us to monitor cells derived from *Myf6^cre^*-expressing cells. By monitoring yellow fluorescent protein (YFP) fluorescence, we found the onset of *Myf6^cre^*-induced recombination to occur at E17.5, being just barely detectable in skeletal muscles at this point. Strong YFP fluorescence was not observed until the day of birth (data not shown). *Smyd1* is first expressed in the somitic myoblasts as early as E9.5 and expression persists throughout myogenesis and in mature myofibers (Gottlieb et al., 2002; Nagandla et al., 2016). Thus, SMYD1 might have roles in both myogenesis and myofiber homeostasis. Using *Myf6^cre^*, we specifically studied the role of SMYD1 in myofibers post-myogenesis. Using 6-week-old mice, we confirmed that *Myf6^cre^* induces recombination of *loxP* sites in all muscles examined (Fig. S1). All experiments were performed and tissues collected at 6 weeks of age unless otherwise noted.

### *Smyd1* CKO mice are smaller with reduced strength

Western blots were performed to confirm loss of SMYD1 protein in CKO muscles. SMYD1 protein levels were undetectable in both the tibialis anterior and soleus of CKO mice (Fig. 1A). Visually, male CKOs appeared smaller than control littermates. Female CKOs appeared only marginally smaller than control littermates (Fig. 1B,C). Body weight was reduced for both male and female CKO mice compared with controls (Fig. 1D). Males, but not females, exhibited reduced body length (naso-anal length) (Fig. 1E).

**Fig. 1.**
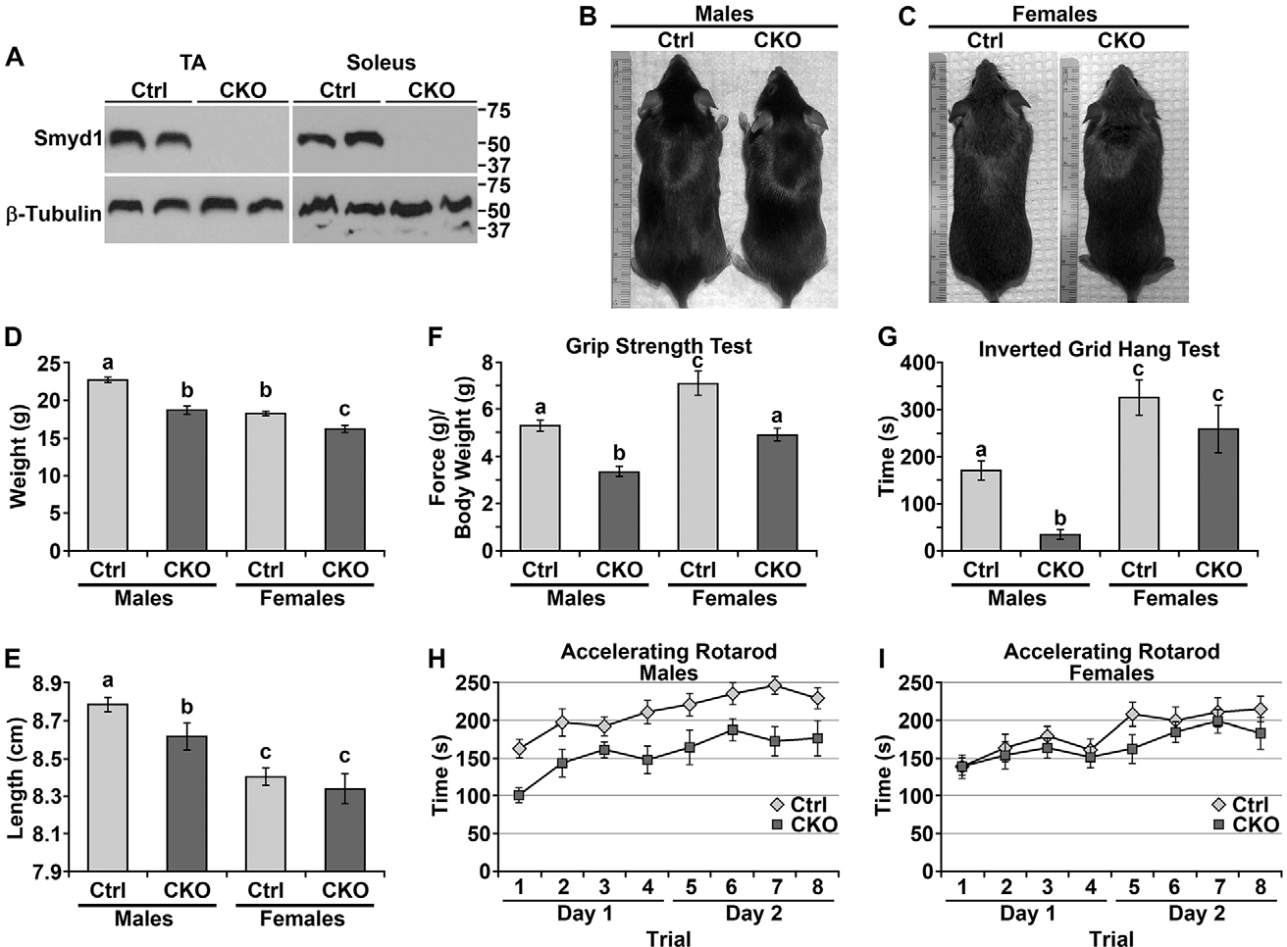
***Smyd1* CKO mice are smaller with reduced strength.** (A) Western blots showing the absence of SMYD1 protein in CKO muscles. (B,C) *Smyd1* CKO males appeared slightly smaller than controls. Female CKOs appeared similar to controls. (D) *Smyd1* CKO mice weighed less than controls. *n*≥17 animals/group. (E) Body length (naso-anal length) was reduced for *Smyd1* CKO males, but not females. *n*≥17 animals/group. (F,G) *Smyd1* CKO mice were weaker than controls. (F) Four-paw grip-strength tests. Data are maximum force of three pulls per animal normalized to body weight. *n*≥8 animals/group. (G) Inverted grid hang tests. Data are the length of time the mouse is able to hang from the grid before falling. *n*≥13 animals/group. (D-G) Statistics were ANOVA+post hoc tests. Significant differences (*P*<0.05) are denoted by the lowercase letters above each bar. (H,I) Accelerating rotarod tests for males (H) and females (I). Mice of all groups progressively increased the length of time they could run on the rotarod (two-way ANOVA, *P*<0.001 for both males and females). Male and female CKOs underperformed their control counterparts (two-way ANOVA; males: *P*<0.0001, *n*≥12 animals/group; females: *P*=0.025, *n*≥13 animals/group); however, the mean difference in elapsed time for male controls vs male CKOs (55.1±7.7 s) was much greater than that for female controls vs female CKOs (17.8±7.9 s). All data was obtained at 6 weeks of age. Error bars show s.e.m. Ctrl, control; CKO, conditional knockout; TA, tibialis anterior.

Suspecting some form of myopathy in *Smyd1* CKO mice, we performed several experiments to assay strength. A four-paw grip strength test revealed weakness for both CKO males and females (Fig. 1F). We assayed relative strength/endurance with an inverted grid hanging test, which measures the length of time that the mouse can cling upside down before falling. Male CKOs underperformed controls in this test. In contrast, female CKOs performed equal to controls (Fig. 1G). Last, we performed accelerating rotarod tests, which assay strength, motor coordination and learning (males, Fig. 1H; females, Fig. 1I). With successive trials, mice of all groups progressively increased the length of time they could run on the rotarod. Male and female CKOs underperformed their control counterparts; however, the mean difference in elapsed time for male controls vs male CKOs (55.1±7.7 s) was much greater than that for female controls vs female CKOs (17.8±7.9 s). Collectively, these results revealed loss of strength and reduced endurance in the absence of SMYD1, which more severely affected male mice.

### *Smyd1* CKO mice exhibited reduced muscle mass

Body composition was assayed by magnetic resonance imaging (MRI) and showed reduced lean mass and increased fat mass for both CKO males and females compared with sex-matched controls (Fig. 2A,B). Individual muscles, comprising a range of fiber-type compositions (tibialis anterior, fast twitch; soleus, slow twitch; gastrocnemius and triceps, mixed), were dissected and weighed. In males, we observed reduced mass for all muscles studied. For females, a significant difference in mass was observed for gastrocnemius, triceps and tibialis anterior, but not soleus (Fig. 2C-F). At the gross morphological level, *Smyd1* CKO muscles appeared smaller than those of control mice (males, Fig. 2G; females, Fig. S2).

**Fig. 2.**
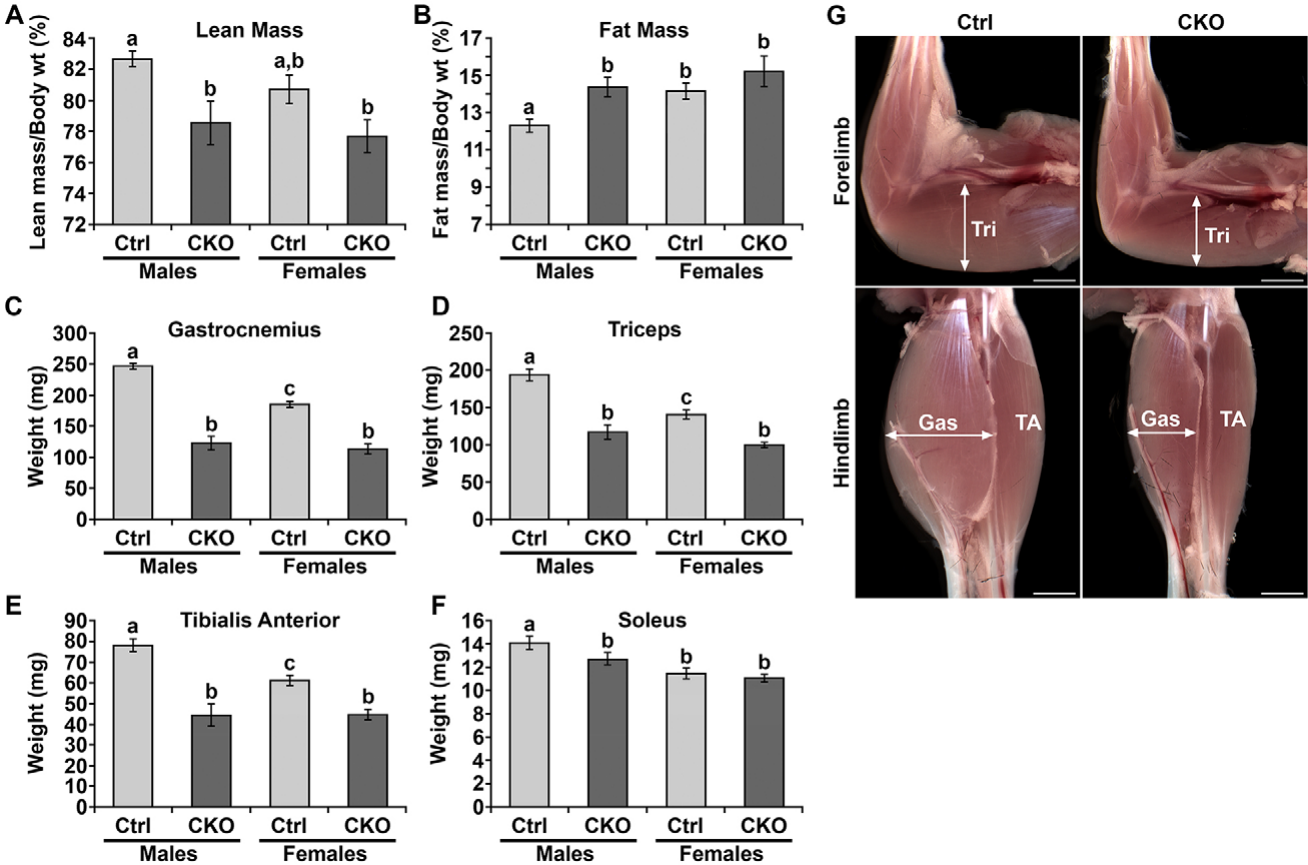
***Smyd1* CKO mice exhibited reduced muscle mass.** (A,B) Body composition analysis by MRI (*n*≥12 animals/group). (A) Percent lean mass was reduced in *Smyd1* CKO males and females. (B) Percent fat mass was increased in *Smyd1* CKO males and females. (C-F) Wet weight of individual muscles (weighed in pairs). For males, muscle mass was reduced for all muscles examined. For females, muscle mass was reduced for all except the soleus (*n*≥10 animals/group for gastrocnemius, soleus and triceps; *n*≥6 animals/group for tibialis anterior). (G) Stereoimages of the muscles of the forelimbs and hindlimbs (males only). Scale bars: 2 mm. All data was obtained at 6 weeks of age. Statistics were ANOVA+post hoc tests. Significant differences (*P*<0.05) are denoted by the lowercase letters above each bar. Error bars show s.e.m. Ctrl, control; CKO, conditional knockout; Gas, gastrocnemius; TA, tibialis anterior; Tri, triceps.

### High percentage of fibers with central nuclei in fast-twitch muscle

We next examined the consequence of *Smyd1* deficiency on the histology of a number of muscles/muscle groups (triceps, quadriceps, gastrocnemius, tibialis anterior and soleus) in hematoxylin and eosin (H&E)-stained sections. Representative images from male and female tibialis anterior and soleus are shown in Fig. 3A-D,I-L and for triceps, quadriceps and gastrocnemius in Fig. S3. Although no necrotic or degenerating fibers were apparent, we observed a large number of fibers with central/internal nuclei and hypotrophic fibers. Quantification of the percentage of fibers with central nuclei in the tibialis anterior (fast twitch) and soleus (slow twitch) at 6 weeks of age revealed that, in male mice, 19% of fibers in the *Smyd1* CKO tibialis anterior exhibited central nuclei as compared to 0.8% of fibers in controls (Fig. 3E). Compared to controls, female *Smyd1* CKOs also exhibited increased numbers of fibers with central nuclei in the tibialis anterior (9% in CKOs vs 0.8% in controls) (Fig. 3M). Note that the percentage of fibers with central nuclei in female CKOs was less than that for male CKOs (males, 19%; females, 9%).

**Fig. 3.**
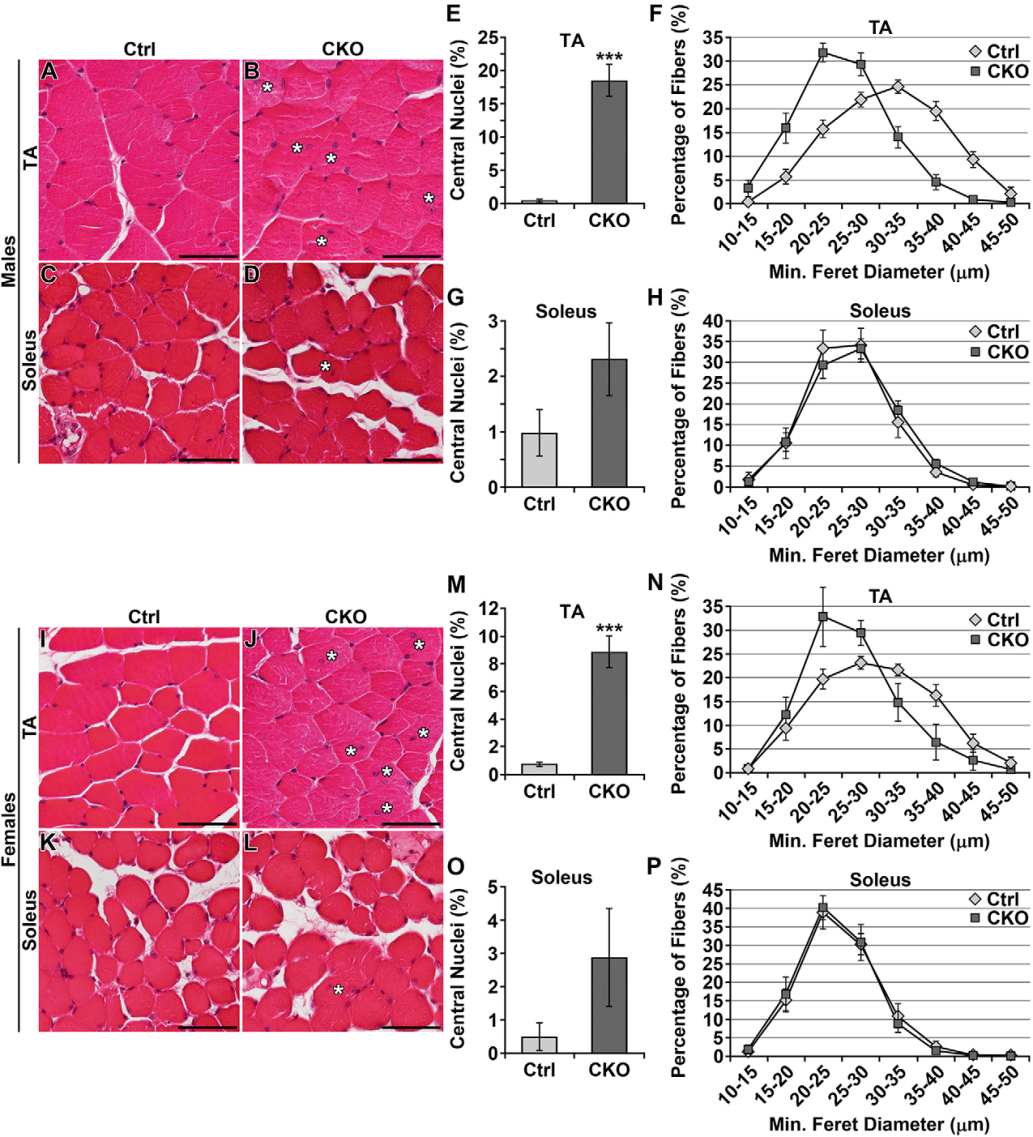
**High percentage of fibers with central nuclei in fast-twitch muscle.** (A-H) 6-week-old males. (A-D) Central nuclei were prevalent in the *Smyd1* CKO tibialis anterior. White asterisks (*) indicate central nuclei. (E) Percentage of tibialis anterior myofibers with central nuclei (*n*≥6 animals/group). (F) Distribution of myofiber minimum Feret diameter in the tibialis anterior. *Smyd1* CKO tibialis anterior had increased numbers of hypotrophic fibers (ANOVA, *P*<0.05; *n*≥6 animals/group). (G) Percentage of myofibers with central nuclei in the soleus. The difference was not significant (*n*≥7 animals/group). (H) Distribution of myofiber minimum Feret diameter in the soleus. No difference was observed (*n*≥7 animals/group). (I-P) 6-week-old females. (I-L) Central nuclei were prevalent in the CKO tibialis anterior, but to a lesser extent than observed for CKO males. (M) Percentage of tibialis anterior myofibers with central nuclei (*n*=6 animals/group). (N) Distribution of myofiber minimum Feret diameter in the tibialis anterior. *Smyd1* CKO tibialis anterior had increased numbers of hypotrophic fibers (ANOVA, *P*<0.05; *n*=6 animals/group). (O) Percentage of myofibers in the soleus with central nuclei. The difference was not significant (*n*≥10 animals/group). (P) Distribution of myofiber minimum Feret diameter in the soleus. No difference was observed (*n*≥10 animals/group). ***P<0.001, Student's *t*-test. Error bars show s.e.m. Scale bars: 50 μm. Ctrl, control; CKO, conditional knockout; TA, tibialis anterior.

Myofiber size was quantified by measuring minimum Feret diameter. The tibialis anterior of *Smyd1* CKO male mice exhibited increased numbers of hypotrophic fibers as compared to control littermates (mean min. Feret diameter: Ctrl, 31.18±0.80 μm; CKO, 25.15±0.83 μm; ANOVA, *P*<0.05) (Fig. 3F). Female *Smyd1* CKO mice also exhibited myofiber hypotrophy in the tibialis anterior (mean min. Feret diameter: Ctrl, 29.70±1.34 μm; CKO, 26.44±1.71 μm; ANOVA, *P*<0.05) (Fig. 3N). Consistent with our strength, muscle mass and central nuclei data, the percent reduction in fiber size was less for *Smyd1* CKO females than for males (19% for males vs 11% for females). In neither males nor females was the soleus significantly affected by this myopathy as judged by % central nuclei (Fig. 3G,O) or minimum Feret diameter (mean min. Feret diameter: Ctrl males, 25.72±1.05 μm; CKO males, 26.45±0.65 μm; Ctrl females, 29.70±1.34 μm; CKO females, 26.44±1.71 μm; ANOVA, *P*>0.05) (Fig. 3H,P). Thus, the major pathological features primarily affect fast-twitch muscle. Furthermore, these data indicate a gender-specific effect in which males are more severely affected than females. Because males displayed a consistent strong phenotype, the remainder of the experiments were conducted using only male tissues.

To determine whether disease worsened with age, we allowed a group of male mice to age to 6 months. Disease progression was little changed for the tibialis anterior but increased in the soleus. We observed high numbers of hypotrophic fibers and fibers with central nuclei in the tibialis anterior (Fig. S4A,B). In contrast to younger (6-week-old) CKOs, the soleus now showed increased numbers of fibers with central nuclei (Fig. S4C,D). For the tibialis anterior, the percentage of fibers with centralized nuclei was 21% (Fig. S4E), similar to that observed at 6 weeks. Unlike 6-week-old mice, *Smyd1* CKO soleus exhibited significantly more fibers with central nuclei than controls, albeit a modest increase. *Smyd1* CKO soleus exhibited 4% of fibers with central nuclei, whereas controls exhibited less than 1% (Fig. S4G). For tibialis anterior, average fiber minimum Feret diameter for control mice increased with age to 41.32±1.64 μm, as compared to 30.96±0.54 μm for CKO mice – a value similar to that observed for CKOs at 6 weeks (ANOVA, *P*<0.05) (Fig. S4F). For the soleus we observed no significant difference in fiber size distribution (mean min. Feret diameter: Ctrl, 32.55±0.79 μm; CKO 31.04±0.72 μm; ANOVA, *P*>0.05) (Fig. S4H).

### Absence of regenerating myofibers and normal sarcolemma in *Smyd1* CKO muscle

To determine whether the myofibers with central nuclei were the result of regeneration, we assayed the number of regenerating fibers by immunolocalization of embryonic myosin heavy chain (eMyHC). The tibialis anterior of control mice exhibited no eMyHC-positive fibers (Fig. 4A). Only a single small eMyHC positive fiber was found in the three CKOs assayed (Fig. 4B). Thus, eMyHC-marked regenerating fibers do not correlate with the presence of central nuclei. Furthermore, the extremely low numbers of regenerating fibers cannot account for the 20% of fibers with central nuclei. Newborn (postnatal day 0) hindlimb, which is rich in eMyHC-positive fibers, was used as a positive control (Fig. 4C). We next assayed a representative panel of regeneration genes for alterations in transcript expression. Expression of *Pax3* and *Myod1* was unaffected (Fig. 4D,F), whereas expression of *Pax7* and *Myog* was modestly increased (Fig. 4E,G).

**Fig. 4.**
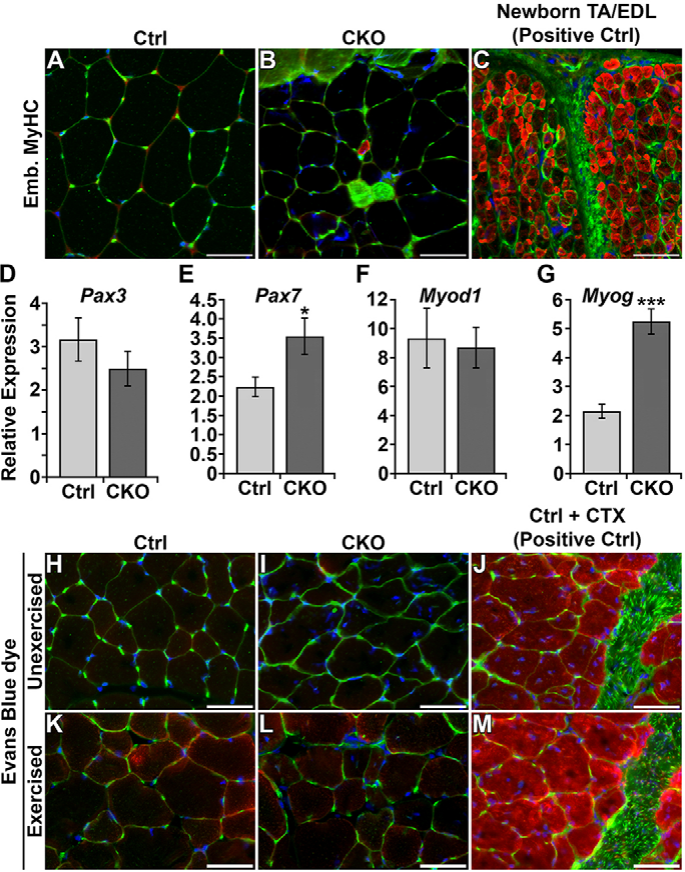
**Absence of regenerating myofibers and normal sarcolemma in *Smyd1* CKO muscle.** (A-C) Near complete lack of embryonic myosin heavy chain (eMyHC)-positive myofibers in the *Smyd1* CKO. Red, eMyHC; green, sarcolemma (WGA-488); blue, nuclei (DAPI). No eMyHC-positive myofibers were found in control animals (*n*=3) (A). Only a single eMyHC-positive myofiber was found in *Smyd1* CKO tibialis anterior (*n*=3) (B). Newborn (postnatal day 1) hindlimb muscles were used as a positive control for eMyHC (C). (D-G) Results of real-time PCR assays for regeneration-associated genes (*n*=6 animals/group). Expression of *Pax3* (D) and *Myod1* (F) were unchanged. Expression of *Pax7* (E) and *Myog* (G) were increased in the *Smyd1* CKO. (H-M) No evidence for impaired sarcolemmal integrity in the *Smyd1* CKO. Red, Evans blue dye; green, sarcolemma (WGA-488); blue, nuclei (DAPI). Uptake of Evans blue dye in unexercised (H,I) or exercised (K,L) mice (*n*=3 animals/group). Cardiotoxin-treated muscle was used as a positive control (J,M). All assays were performed using tibialis anterior muscle from 6-week-old male mice. *P<0.05, ***P<0.001, Student's *t*-test. Error bars show s.e.m. Scale bars: 50 μm. Ctrl, control; CKO, conditional knockout; CTX, cardiotoxin; EDL, extensor digitorum longus; TA, tibialis anterior.

Sarcolemmal integrity in the tibialis anterior was assayed by Evans blue dye uptake. No Evans-blue-dye-positive fibers were identifiable in control or *Smyd1* CKO mice that were unexercised (Fig. 4H,I) or subjected to a single period of treadmill exercise (30 min at 12 m/min, uphill 5°) (Fig. 4K,L). As a positive control, we observed widespread Evans-blue-dye-positive fibers in control mice that received a single intramuscular injection of cardiotoxin 13 days earlier (Fig. 4J,M). Thus, sarcolemmal integrity is intact in *Smyd1* CKO myofibers, which is indicative of myopathy rather than muscular dystrophy.

Collectively, these data indicate very low levels of regeneration, and normal sarcolemmal integrity, in the absence of SMYD1. These minor increases in regeneration markers cannot account for the large numbers of fibers with central nuclei. These data coupled with the absence of necrotic or degenerating fibers suggest that the myofibers with internal nuclei have failed to fully mature rather than being the result of *de novo* regeneration.

### Increased numbers of oxidative myofibers

The prevalence of internal myonuclei in the absence of regenerating fibers is reminiscent of human centronuclear myopathy (CNM). CNM is typically associated with type I fiber predominance and, in the case of *DNM2-* and *BIN1-*related CNM, a radial intermyofibrillar network (Böhm et al., 2014; Chen et al., 2015; Cowling et al., 2014; Romero, 2010; Romero and Bitoun, 2011). To study these characteristics, we performed NADH-tetrazolium reductase (NADH-TR) staining on frozen sections of tibialis anterior. We observed increased prevalence of oxidative fibers in the *Smyd1* CKO (Fig. 5A-D). At high magnification, we found no evidence for radial orientation of the intermyofibrillar network. The only irregularity observed was a central dense focus of oxidative stain (Fig. 5E,F). These dense foci generally, but not always, correlated with centralized nuclei (Fig. 5G). Centralized nuclei were observed in glycolytic, intermediate and oxidative fibers (Fig. 5H-J); however, they were most abundant in glycolytic fibers (Fig. 5K).

**Fig. 5.**
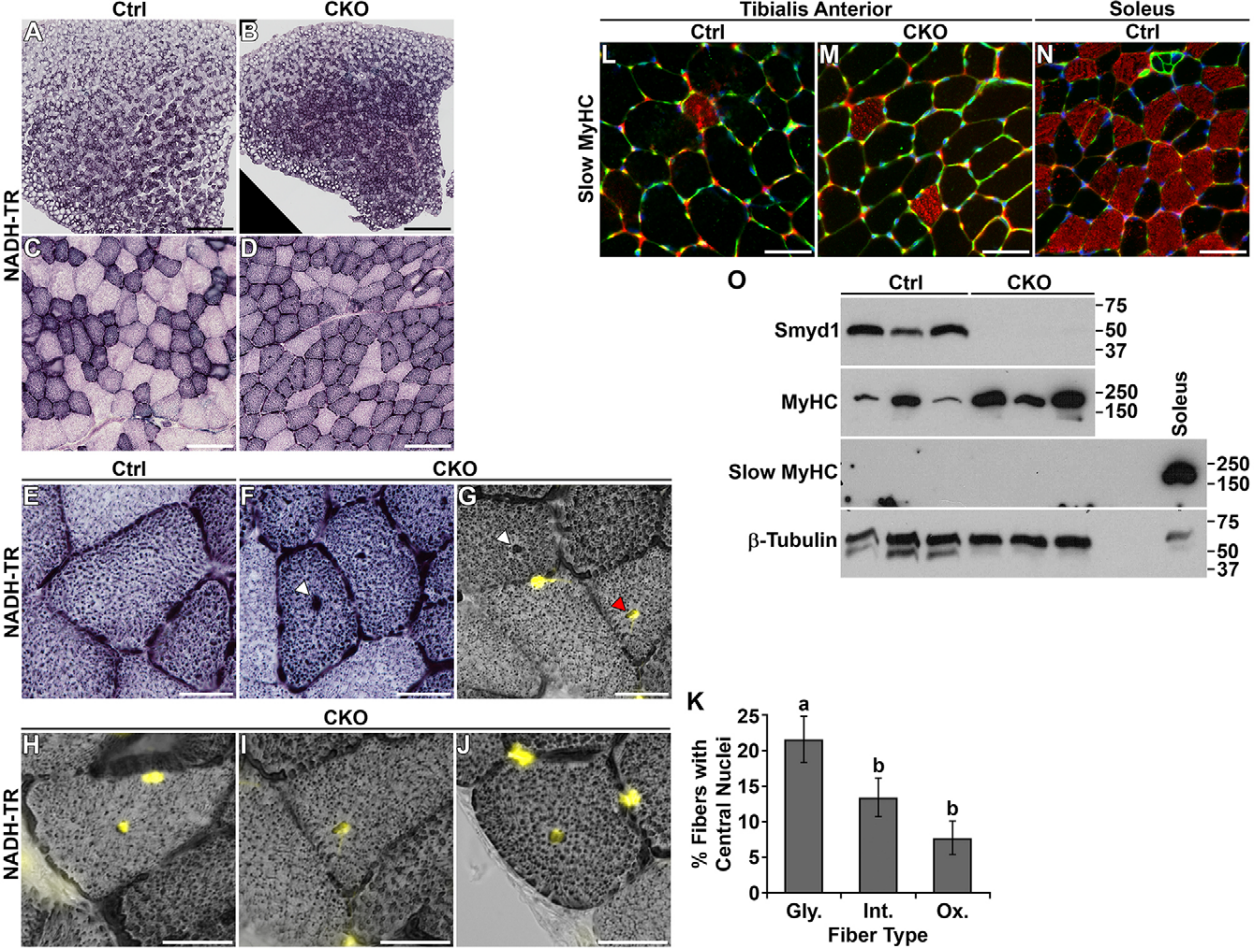
***Smyd1* CKO mice exhibited increased numbers of oxidative myofibers.** (A-J) NADH-TR staining of the tibialis anterior. *Smyd1* CKOs had more fibers with intense oxidative stain (A-D). The only intermyofibrillar network irregularity observed was a central dense focus of oxidative stain (E-G). The dense foci frequently correlated with centralized nuclei [yellow, nuclei (DAPI); white arrowhead, foci of oxidative stain; red arrowhead, foci of oxidative stain that colocalizes with a central nucleus] (G). Centralized nuclei were observed in glycolytic (H), intermediate (I) and oxidative (J) fibers. (K) Centralized nuclei were most abundant in glycolytic fibers (CKOs only, *n*=5). Fibers were classified as glycolytic (Gly.), intermediate (Int.) or oxidative (Ox.) based on staining intensity. (L-N) There was no difference in the percentage of type I fibers in the tibialis anterior of control (L) and CKO (M) mice. Soleus was used as a positive control (N). Red, slow MyHC; green, sarcolemma (WGA-488); blue, nuclei (DAPI). (O) Western blots using extracts of tibialis anterior (one animal/lane). SMYD1 protein was undetectable in CKO muscle. Total MyHC increased in the CKO. Slow MyHC was undetectable in both control and CKO tibialis anterior; soleus was included as a positive control. Scale bars: 500 μm (A,B), 100 μm (C,D), 25 μm (E-J) and 50 μm (L-N). All data were obtained from 6-week-old males. Statistics were ANOVA+post-hoc tests. Significant differences (*P*<0.05) are denoted by the lowercase letters above each bar. Error bars show s.e.m. Ctrl, control; CKO, conditional knockout; MyHC, myosin heavy chain.

Abundance of type I fibers was assayed by immunofluorescence. We found no significant difference in the percentage of type I fibers in the tibialis anterior for controls and *Smyd1* CKOs (Ctrl, 0.51±0.89%; CKO, 3.83±5.18%; *n*=7/group) (Fig. 5L,M). Soleus served as a positive control (Fig. 5N). These results were confirmed by the virtually undetectable levels of slow MyHC in tibialis anterior western blots (Fig. 5O). Interestingly, total MyHC levels were increased in *Smyd1* CKOs. Collectively, these data suggest increased fast-oxidative fiber abundance in the absence of SMYD1, but very little fast-to-slow fiber-type switching.

### Abnormal myofibrillar architecture in the absence of SMYD1

The most notable ultrastructure abnormality was regional disorganization of myofibrils. Ultrastructure was assayed by transmission electron microscopy (TEM) using sections from the tibialis anterior. Control mice exhibited uniform evenly spaced parallel sarcomeres (Fig. 6A,D). *Smyd1* CKO tibialis anterior exhibited many regions where myofibrillar architecture appeared normal (Fig. 6B); however, regions of antiparallel sarcomeres (Fig. 6C) or general disorganization (Fig. 6E) were not uncommon. Foci of complete sarcomere disassembly were also found (Fig. 6F). Because these foci are visible in Toluidine-blue-stained sections under the light microscope, we were able to measure their area and abundance. The foci ranged in size from 30.4 to 1062.7 μm^2^ and covered 2.4±1.1% of total longitudinal area. The average size of a single focus was 271.5±29.2 μm^2^. Data were derived from 96 measurements from three animals (>27 measurements/animal). Actin/myosin hexagons appeared normal in all transverse sections (Fig. 6J,K).

**Fig. 6.**
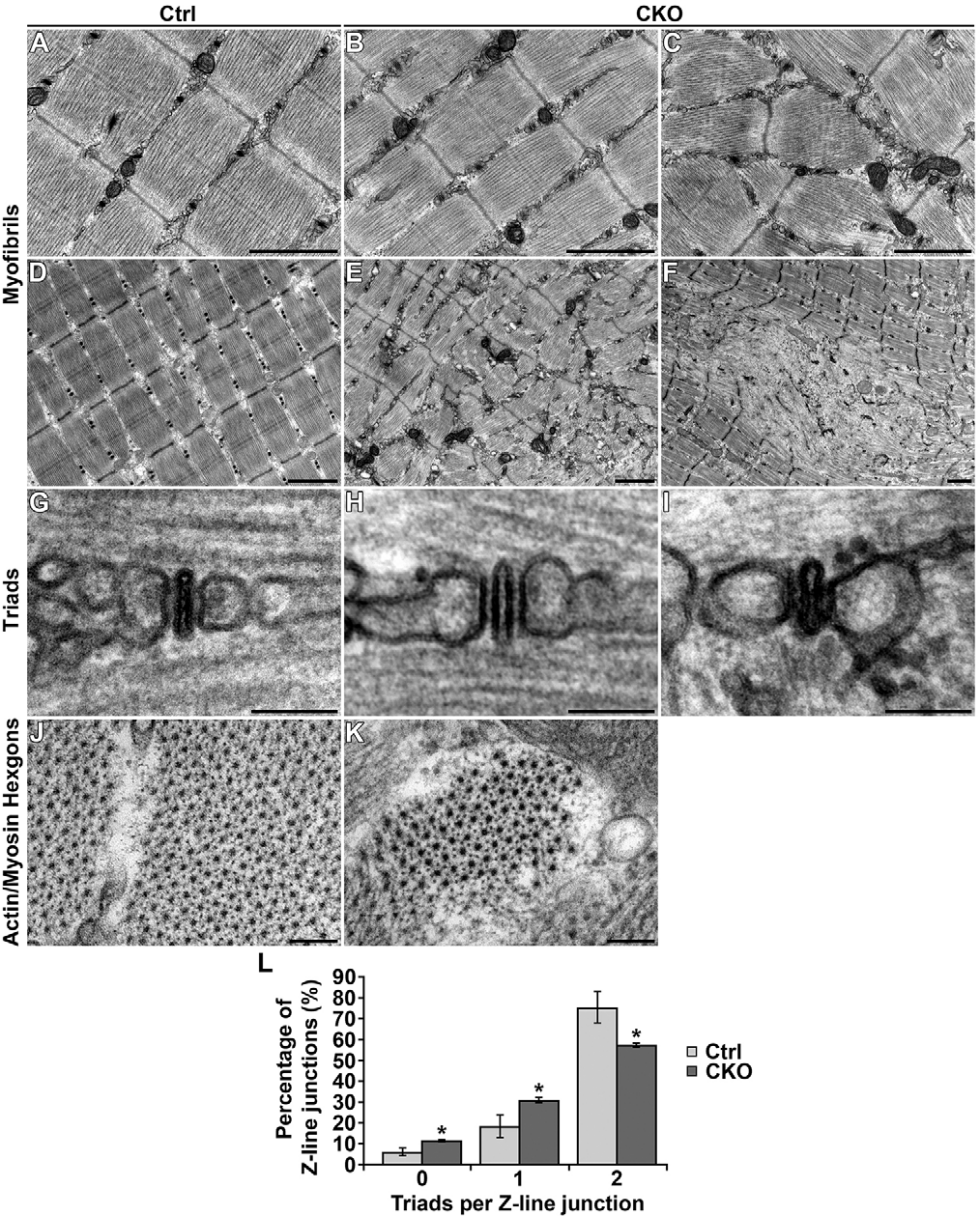
**Abnormal myofibrillar architecture in the absence of SMYD1.** (A-K) Ultrastructure images of the tibialis anterior. Control mice exhibited normal myofibrillar architecture (A,D). *Smyd1* CKO muscles showed regions of normal ultrastructure (B), areas of myofibrillar disorganization (C,E) and foci of sarcomere disassembly (F). (G-I) Triads appeared normal regardless of whether they were located in normal regions (H) or regions of disorganization (I). (J,K) *Smyd1* CKO muscles exhibited normal actin/myosin hexagons in transverse sections. (L) *Smyd1* CKO muscle had reduced numbers of triads. Data are the number of Z-lines flanked by zero, one or two triads. *Smyd1* CKO muscles had increased numbers of Z-lines surrounded by zero or one triad and decreased numbers of Z-lines bordered by two triads (*n*=3 animals/group; *P<0.05, ANOVA+post-hoc tests). Error bars show s.e.m. Data were obtained from 6-week-old male mice. Scale bars: 1 μm (A-F), 50 nm (G-I) and 100 nm (J,K). Ctrl, control; CKO, conditional knockout.

Human CNM is linked to impaired excitation-contraction coupling as a result of irregular triad structure or reduced numbers of triads (Jungbluth and Gautel, 2014; Romero and Bitoun, 2011). Control mice exhibited vast numbers of triads with correct appearance (Fig. 6G). In *Smyd1* CKO muscle, no obvious abnormalities were noted in triad structure regardless of whether the triad was located in a region with normal myofibrillar architecture (Fig. 6H) or a region of disorganized myofibrils (Fig. 6I). However, *Smyd1* CKO mice exhibited reduced numbers of triads as measured by counting the number of triads that flanked each Z-line. Normally, two triads flank each Z-line at the myofibril border. *Smyd1* CKO mice had fewer junctions with two triads and increased junctions with none or a single triad compared with controls (Fig. 6L). These data indicate intact triad structure but reduced complexity of the triad network in the absence of SMYD1.

### Gene expression alterations were specific to fast-twitch muscle

Looking for a connection between SMYD1 and CNM-associated pathways, we quantified transcript levels for the six major genes linked to CNM by real-time PCR (Table 1). In the tibialis anterior, we found upregulation of *Ryr1* and downregulation of *Ptpla*. *Bin1*, *Dnm2*, *Mtm1* and *Mtmr14* were unchanged. None of these genes showed altered expression in the soleus.

**Table 1.**
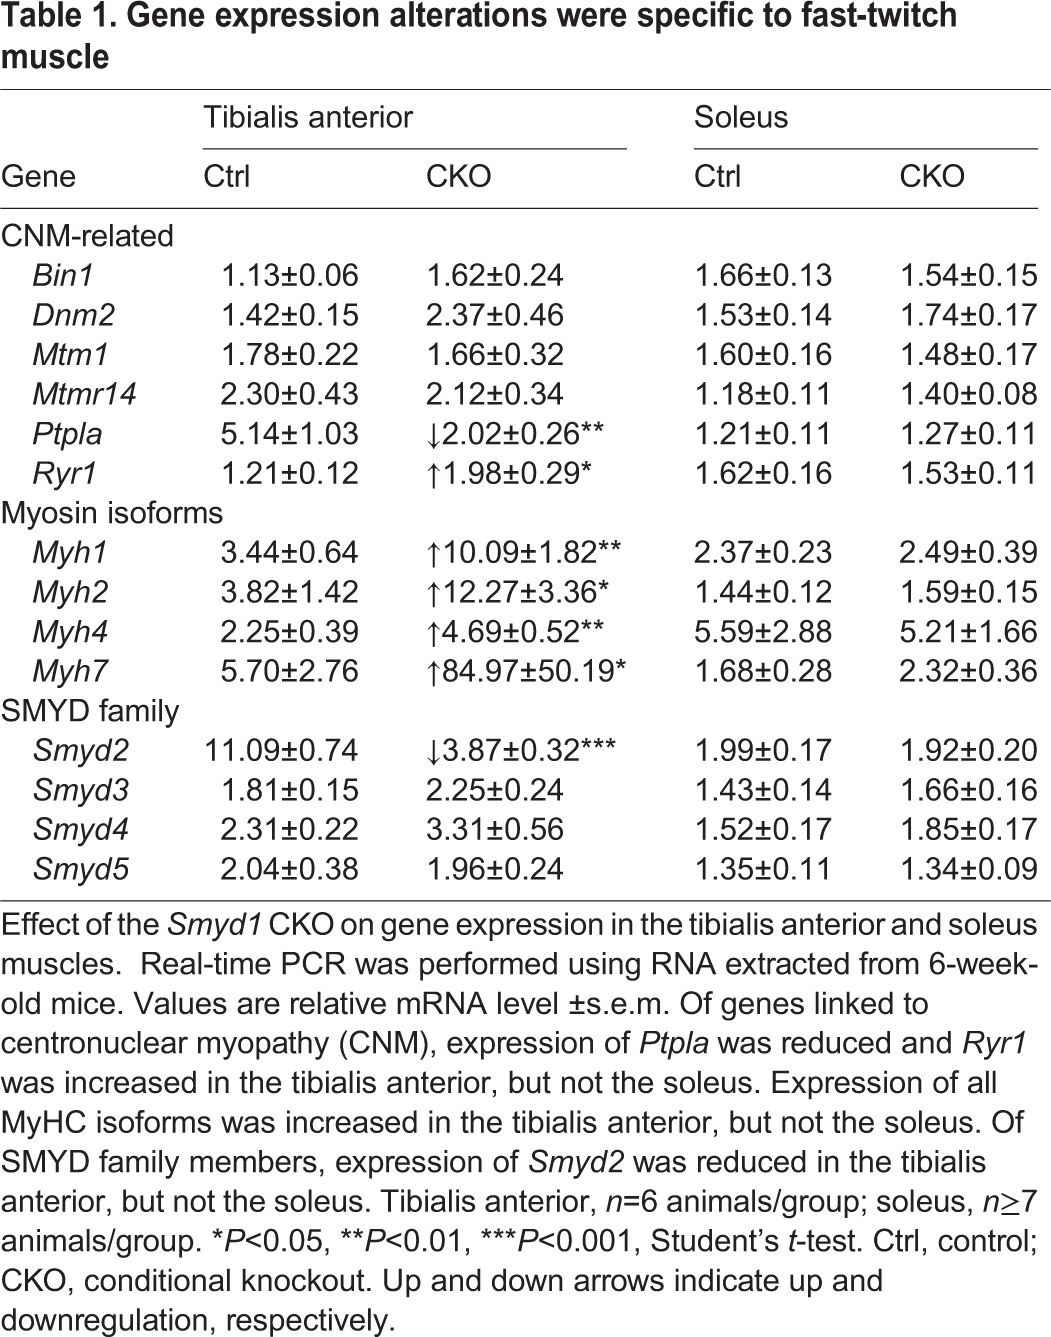
**Gene expression alterations were specific to fast-twitch muscle**

Because we found total MyHC protein levels to be elevated in the CKO (Fig. 5O), we assayed mRNA levels for the major MyHC isoforms (Table 1). Gene expression of all MyHC isoforms (*Myh1*, *2*, *4*, *7*) was increased in the tibialis anterior, but not in the soleus. These data further support the notion that the myopathy primarily affects fast-twitch muscle.

Unlike what we observed in the mouse, zebrafish morpholino or natural *smyd1a/b* mutants exhibit very severely impaired sarcomerogenesis (Just et al., 2011; Li et al., 2013; Tan et al., 2006). Thus, we reasoned that other SMYD family members might compensate for the loss of *Smyd1* in mice. To this end, we assayed expression of *Smyd2*, *3*, *4* and *5* (all known SMYD family members) (Table 1). We found *Smyd2* expression to be downregulated in the *Smyd1* CKO tibialis anterior. Expression of *Smyd3*, *4* and *5* was unaffected. No gene expression alterations were found in the soleus. Because no other SMYD family member was upregulated in response to the absence of SMYD1, it is unlikely that other SMYD family members compensate for the loss of SMYD1 in mice.

Our data consistently revealed a myopathy that primarily affected fast-twitch muscle. One explanation for this is that *Smyd1* might not be expressed in slow-twitch fibers, as was reported in zebrafish embryos (Just et al., 2011). Thus, we tested whether *Smyd1* is expressed in type I and II fibers by immunofluorescence using longitudinal sections of the extensor digitorum longus (EDL; which was used for ease of obtaining longitudinal sections) and soleus. Slow MyHC^+^ fibers were abundant in the soleus (Fig. S5A), but extremely rare in the EDL (Fig. S5B). SMYD1 showed sarcoplasmic localization in all fibers of both muscles (Fig. S5C,D). Next, we compared *Smyd1* mRNA and protein levels in the tibialis anterior and soleus by real-time PCR and western blot, respectively. The tibialis anterior and soleus showed comparable levels of *Smyd1* mRNA (Fig. S5G). SMYD1 protein levels were slightly higher in the tibialis anterior compared to the soleus (Fig. S5H). Thus, in mice, *Smyd1* is expressed in all fiber types. Furthermore, no other SMYD family members are upregulated to compensate for the loss of *Smyd1* in the soleus (Table 1). These data indicate that, despite SMYD1's presence in all fiber types, its absence produces defects that primarily manifest within type II fibers.

### Genes involved in muscle development are upregulated in *Smyd1* CKO muscle

To gain better insight into how loss of SMYD1 affected the myocyte transcriptome, we compared global gene expression in control versus *Smyd1* CKO tibialis anterior by RNA sequencing (RNA-seq). 

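The libraries came from the tibialis anterior of 12 mice aged 6 weeks, with 6 controls and 6 Smyd1 CKOs and 1 library per mouse. Controls carried 1 floxed and 1 wild-type Smyd1 allele, CKOs carried 1 floxed and 1 null allele, and all carried the Myf6 cre allele. The authors depleted ribosomal RNA, aligned the reads with bowtie2 and tophat, discarded reads that mapped to several places, and computed FPKM (fragments normalized to the length of the transcript and to the number of mapped reads) with cufflinks. The deposited files list one FPKM per gene symbol. Each file had 23950 rows, of which 27 had a date in place of the symbol and were left out, so that 23923 genes were analysed. Gene positions were taken by symbol from GENCODE mouse release 21 (GRCm38), which held 95.2% of the genes, because the files carry no positions. Controls and CKOs were compared with limma on log2(FPKM + 0.1), with the FPKM used as deposited, for the 12695 genes with at least 0.1 FPKM in at least 6 samples. For a gene set, each mouse was given a score, the mean over the genes of the set of the log2 value minus the gene's mean over the 12 samples, and the groups were compared by an exact permutation test over all 924 assignments. The smallest P this test allows is 0.002165. The files give no read counts, so the number of reads per sample is unknown. The relative depth of the samples, read from the steps between the lowest FPKM values, ranged over 1.79-fold, with a median of 1.2 in controls and 1.24 in CKOs relative to control 1 (exact permutation test, P = 0.565). Correlations between samples of one group, across the genes tested, lay between 0.9435 and 0.972. The paper refers to controls as littermates of CKOs, but it gives no litter or pairing for the 12 RNA-seq samples. Samples with the same replicate number resembled each other little more than other pairs (mean correlation of their deviations across genes 0.0404 against -0.00879, exact permutation test over 720 pairings, P = 0.128), and the replicate number was used as a block only in an alternative fit.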

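At an unadjusted P below 0.05, 2300 genes were higher and 224 were lower in the Smyd1 CKO tibialis anterior than in controls, of 12695 genes tested. With Benjamini-Hochberg adjustment over these genes, 257 were higher and 34 lower at an adjusted P below 0.05 in limma. With the replicate number as a block, the unadjusted counts were 2442 higher and 250 lower, and the adjusted counts 272 and 40. The median log2 fold change over the tested genes was 0.176, and 77.9% of them had a positive value. Scaling the samples by the median ratio of their FPKM to the geometric mean across samples gave 841 genes higher and 944 lower at the unadjusted threshold, and 97 and 90 at the adjusted one. The unadjusted count of higher genes moved most with the correction for transcript length and GC content, to 773, and the adjusted count moved most with sample weights, to 1400. The largest increases among genes past the adjusted threshold whose 6 CKO values all lay above the 6 control values were in Cilp (chromosome 9, 65265180 to 65280605), Cpne2, Gdf11, Srrm4os and Ttc9. Cilp was 3.368 ± 3.068 FPKM (SD, n = 6) in controls and 44.03 ± 18.59 FPKM (SD, n = 6) in CKOs (log2 fold change 3.837, standard error 0.377, adjusted P = 0.000289). For the next 4 genes the log2 fold change ran from 2.836 for Cpne2 to 2.265 for Ttc9. Large decreases by the same rule included Cacna2d4, Fgfbp1, Mettl11b and Gm2176. Cacna2d4 (chromosome 6, 119236526 to 119352407) was 1.537 ± 0.4537 FPKM (SD, n = 6) in controls and 0.3472 ± 0.3061 FPKM (SD, n = 6) in CKOs (log2 fold change -2.049, standard error 0.3334, adjusted P = 0.00612). The log2 fold change was -1.654 for Fgfbp1, -1.601 for Mettl11b and -1.551 for Gm2176. Srrm4os, Ttc9, Fgfbp1 and Gm2176 had control means of 0.06302, 0.2569, 0.4338 and 0.2247 FPKM, where few fragments stand behind each value.

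**Figure D1:**
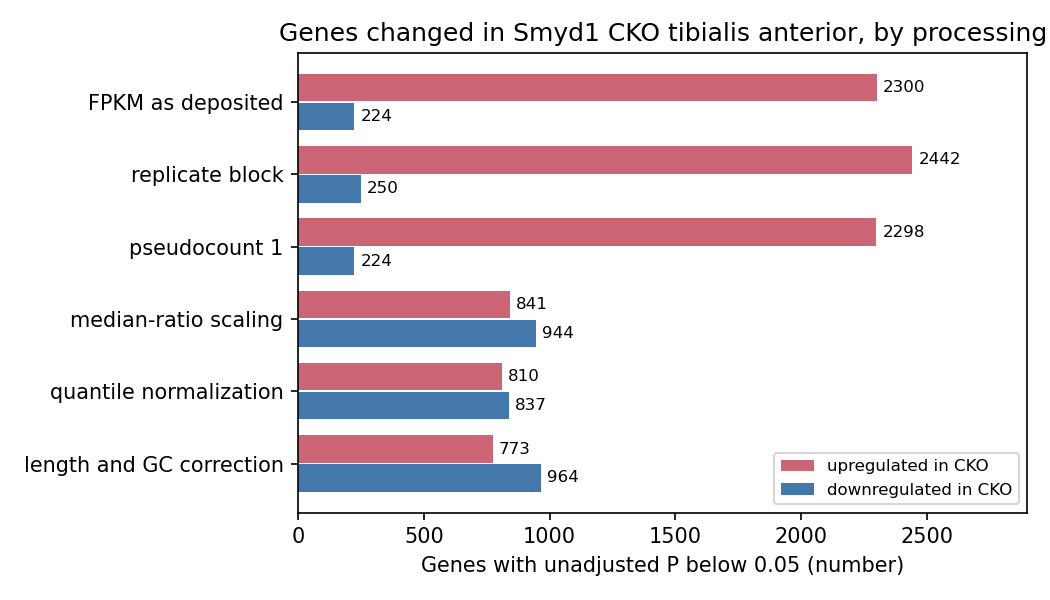
Number of genes higher (red) and lower (blue) in the Smyd1 CKO at an unadjusted P below 0.05, by processing, with the count on the horizontal axis. The FPKM as deposited give 2300 higher and 224 lower genes, and median-ratio scaling gives 841 and 944.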

Expression of 603 genes was significantly upregulated (Fig. S6A) and expression of 630 genes was significantly downregulated (Fig. S6B) in the *Smyd1* CKO (cutoff was *P*<0.05). 

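The DAVID tool and its gene ontology annotation were not in the files analysed here, so the ranking of terms was not recomputed. Gene sets written by hand before the files arrived were scored instead. Of 66 genes tested that encode myofibrillar proteins, 27 were higher and 3 lower in the CKO at an unadjusted P below 0.05. Those counts became 22 and 14 after median-ratio scaling. Of 21 embryonic and neonatal muscle genes, 11 were higher and 0 lower with the FPKM as deposited, and 10 and 1 after scaling. The score of the embryonic and neonatal set was -0.4148 ± 0.3267 (SD, n = 6) in controls and 0.4148 ± 0.5824 (SD, n = 6) in CKOs, a difference of 0.8296 log2 units (exact permutation test, P = 0.01732, 0.0368 after Benjamini-Hochberg adjustment over 17 sets). A pseudocount of 1 shifted this difference furthest, to 0.6167. Reactome pathways were tested as well, by a Fisher exact test chosen after the files arrived. Among 817 pathways of 10 to 500 genes, none passed an adjusted P of 0.05 for the genes higher in the CKO with the FPKM as deposited. Striated Muscle Contraction ranked at place 4, with 12 of its 29 genes higher where 5.45 were expected (Fisher exact P = 0.00401, adjusted P = 0.606). After median-ratio scaling, 3 pathways passed: Extracellular matrix organization with 33 of 184 genes (adjusted P = 0.000213), ECM proteoglycans with 13 of 52 (adjusted P = 0.0155) and Striated Muscle Contraction with 9 of 29 (adjusted P = 0.0272). Among the genes lower in the CKO after scaling, Striated Muscle Contraction passed too, with another 9 of its 29 genes where 2.4 were expected (Fisher exact, adjusted P = 0.0334). The paper reports that muscle development makes up most of its top terms for the upregulated genes.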

The top ten gene ontology terms associated with upregulated genes were primarily composed of muscle development pathways (Fig. S6C). Of the 42 genes upregulated in muscle gene ontology categories, 14 encode myofibrillar proteins and five encode regeneration-associated transcription factors. 

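The 66 genes in the hand-written myofibrillar set that passed the filter had a mean score of -0.2409 ± 0.1619 (SD, n = 6) in controls and 0.2409 ± 0.4005 (SD, n = 6) in CKOs. The difference in means was 0.4818 log2 units (exact permutation test, P = 0.01732, 0.0368 adjusted over 17 sets). It was larger than the SD among controls and close to the SD among CKOs. Only CKO 1, CKO 3 and CKO 6 scored above every control (0.5634, 0.3565 and 0.8188). The remaining CKOs, at -0.1471 to -0.03336, lay below control 1 but above the other controls. Slow-twitch fiber genes were high in the same mice, CKO 1, CKO 3 and CKO 6. In those mice the rise of the score cannot be told apart from what raised the slow-twitch genes. In the myofibrillar set, 27 genes were higher at the unadjusted threshold, among them slow-twitch genes such as Tnni1, Tnnc1 and Myl2. Of the 27, 5 also passed the adjusted threshold: Mybph, Myh1, Myh3, Myh7b and Myom3. Mybph (chromosome 1, 134193448 to 134201232), which encodes myosin-binding protein H, was 9.122 ± 4.387 FPKM (SD, n = 6) in controls and 31.04 ± 8.648 FPKM (SD, n = 6) in CKOs (log2 fold change 1.827, standard error 0.2549, adjusted P = 0.00251). Myh3 (chromosome 11, 67078300 to 67102291), the embryonic myosin heavy chain, was 0.9063 ± 0.455 FPKM (SD, n = 6) in controls and 10.03 ± 9.786 FPKM (SD, n = 6) in CKOs (log2 fold change 2.67, standard error 0.6092, adjusted P = 0.0358). The genes lower at the unadjusted threshold were Acta1, Tpm1 and Trim54, with log2 fold changes of -0.3318, -0.4017 and -0.3675. After median-ratio scaling, 22 myofibrillar genes were higher and 14 lower at that threshold. The 20 regeneration-associated transcription factors that passed the filter had a mean score of -0.1968 ± 0.1653 (SD, n = 6) in controls and 0.1968 ± 0.16 (SD, n = 6) in CKOs, a difference of 0.3937 (exact permutation test, P = 0.004329, 0.02208 adjusted). At the unadjusted threshold 8 were higher and none lower. The higher genes included Tead4, Myf5, Myog, Mef2c, Mef2a, Pax7 and Runx1. Only Tead4 passed the adjusted threshold (log2 fold change 1.19, standard error 0.2676, adjusted P = 0.0332). Myog (chromosome 1, 134289989 to 134292548) was 1.788 ± 1.064 FPKM (SD, n = 6) in controls and 4.541 ± 1.845 FPKM (SD, n = 6) in CKOs (log2 fold change 1.364, standard error 0.369, adjusted P = 0.0658), and Myod1 was 5.276 ± 2.969 FPKM (SD, n = 6) in controls and 6.108 ± 2.655 FPKM (SD, n = 6) in CKOs (log2 fold change 0.3182, standard error 0.3633, adjusted P = 0.645). Correcting for transcript length and GC content, which also removes a shift of a whole sample, lowered the myofibrillar difference the most, to 0.2942 (exact permutation test, P = 0.0823). For the transcription factors limma's camera test, which sets the genes against all others, gave the largest change, to 0.2112. That value is the mean log2 fold change of the set minus that of all other genes. Camera was also the only 1 of 10 alternatives in which the transcription factors lost their threshold. The paper counts myofibrillar proteins and regeneration-associated transcription factors among the genes upregulated in muscle ontology categories.

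**Figure D2:**
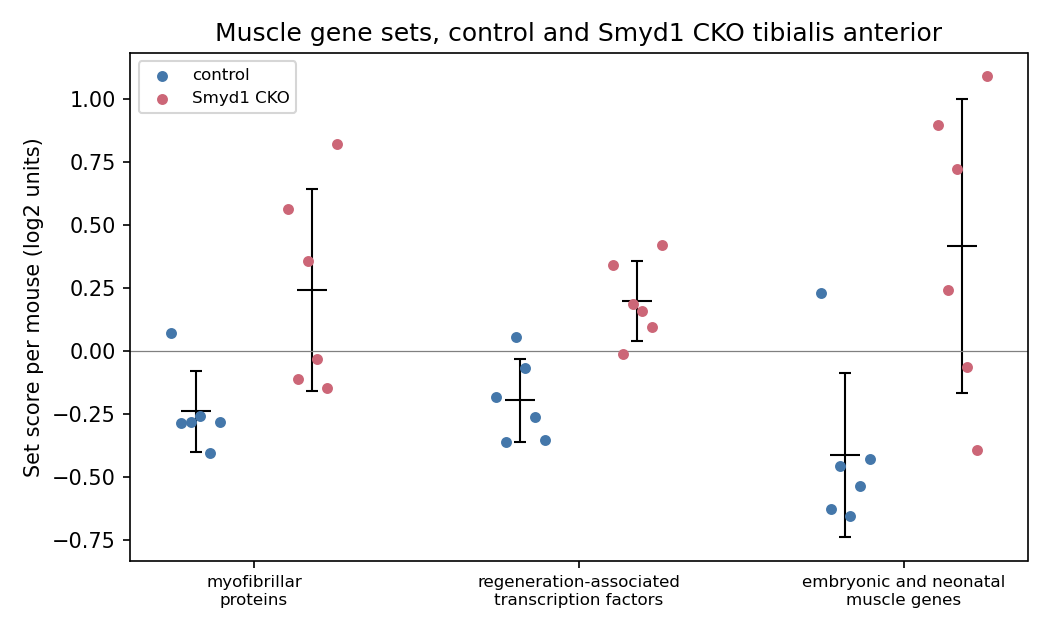
Set score in log2 units (vertical axis) of each mouse for the myofibrillar, transcription factor and embryonic and neonatal sets, with the mean and SD of 6 mice per group in black. Control 1 lies above the other controls in the myofibrillar set at 0.0719 and in the embryonic and neonatal set at 0.227, and the CKO means are 0.2409, 0.1968 and 0.4148.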

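Among 35 ion channel genes tested, 10 were higher in the CKO at the unadjusted threshold, 4 at the adjusted one, and none were lower. Cacna2d4, which was lower in the CKO (log2 fold change -2.049), was not in the set. The score of the 35 genes was -0.1099 ± 0.0942 (SD, n = 6) in controls and 0.1099 ± 0.1201 (SD, n = 6) in CKOs (difference 0.2198, exact permutation test, P = 0.01082, 0.03066 adjusted over 17 sets). Kcnma1 (chromosome 14, 23289431 to 24014491), a calcium-activated potassium channel, was 2.846 ± 1.04 FPKM (SD, n = 6) in controls and 5.457 ± 1.346 FPKM (SD, n = 6) in CKOs (log2 fold change 0.9379, standard error 0.2, adjusted P = 0.0253). Every one of the 23 neuromuscular junction genes tested had a positive log2 fold change, 13 at the unadjusted threshold and 6 at the adjusted one. Of all tested genes 77.9% were positive, and after median-ratio scaling 21 of the 23 were. All 6 CKO mice scored above all 6 controls, at -0.2683 ± 0.09225 (SD, n = 6) in controls and 0.2683 ± 0.1765 (SD, n = 6) in CKOs (difference 0.5366, exact permutation test, P = 0.002165, the smallest that 6 against 6 allow). Ache (chromosome 5, 137287519 to 137294466), which encodes acetylcholinesterase, was 2.726 ± 0.5099 FPKM (SD, n = 6) in controls and 5.6 ± 1.142 FPKM (SD, n = 6) in CKOs (log2 fold change 1.009, standard error 0.1505, adjusted P = 0.00333). The acetylcholine receptor gene Chrnd was 0.1689 ± 0.0636 FPKM (SD, n = 6) in controls and 0.5034 ± 0.09476 FPKM (SD, n = 6) in CKOs (log2 fold change 1.184, standard error 0.1994, adjusted P = 0.00721). Of 31 membrane structure genes, 15 were higher and 1 lower at the unadjusted threshold. The set's score was -0.1389 ± 0.1051 (SD, n = 6) in controls and 0.1389 ± 0.1255 (SD, n = 6) in CKOs (difference 0.2777, exact permutation test, P = 0.006494). Sgcd (chromosome 11, 46896253 to 47988969), which encodes delta-sarcoglycan, was 14.11 ± 1.274 FPKM (SD, n = 6) in controls and 25.49 ± 3.716 FPKM (SD, n = 6) in CKOs (log2 fold change 0.8402, standard error 0.1103, adjusted P = 0.00233), and the gene lower in the CKO was Sntb1, with a log2 fold change of -0.9554. No set was made for signal transduction molecules. The length and GC correction moved the ion channels most, to a difference of 0.02537 (exact permutation test, P = 0.742), and the membrane structure genes to 0.07672. A pseudocount of 1 brought the neuromuscular junction difference to 0.3181. The paper lists these classes beside the myofibrillar genes as upregulated.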

Also upregulated were ion channels, neuromuscular junction proteins, membrane structural components and signal transduction molecules. A heat map of upregulated genes associated with muscle gene ontology terms is presented in Fig. S7. 

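The genes of the paper's heat map are not in the files analysed here, and the values that follow are for the hand-written muscle sets. Sln (chromosome 9, 53850164 to 53854560), which encodes sarcolipin, had the largest increase among the embryonic and neonatal genes, at 1.474 ± 2.088 FPKM (SD, n = 6) in controls and 25.75 ± 24.69 FPKM (SD, n = 6) in CKOs (log2 fold change 3.952, standard error 0.779, adjusted P = 0.0173). Its FPKM in single CKO mice ran from 1.808 to 59.94. Chrna1 was 1.256 ± 0.3313 FPKM (SD, n = 6) in controls and 2.271 ± 0.5106 FPKM (SD, n = 6) in CKOs (log2 fold change 0.8115, standard error 0.1822, adjusted P = 0.0331). The score of the embryonic and neonatal set was highest in CKO 6 at 1.088 and lowest in CKO 5 at -0.3939, which is below control 1 at 0.2267. The SD of the score was 0.5824 among CKOs (n = 6) and 0.3267 among controls (n = 6), and this difference in spread was not tested. With a pseudocount of 1, the log2 fold change of Sln was 3.029, its largest move under any alternative. The paper presents the heat map as a display of the upregulated genes with muscle ontology terms.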

The top ten gene ontology terms associated with downregulated genes mostly fell into the category of energy metabolism (Fig. S6D). 

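With the FPKM as deposited, none of the 4 energy metabolism sets differed between the groups by the exact permutation test. The glycolysis and glycogen score was -0.02466 ± 0.09827 (SD, n = 6) in controls and 0.02466 ± 0.1241 (SD, n = 6) in CKOs (difference 0.04933, exact P = 0.4589), with 3 of 35 genes higher and 2 lower at the unadjusted threshold. For the TCA cycle the difference was 0.06246 (exact P = 0.3333), with 4 of 26 genes higher and 1 lower. Oxidative phosphorylation differed by -0.00659 (exact P = 0.9567), with 2 of 81 genes higher and none lower. Fatty acid oxidation differed by 0.143 (exact P = 0.2338), with 4 of 29 genes higher and none lower. Me1 (chromosome 9, 86581371 to 86695953), which encodes malic enzyme 1, fell from 10.38 ± 1.953 FPKM (SD, n = 6) in controls to 6.072 ± 1.945 FPKM (SD, n = 6) in CKOs (log2 fold change -0.8044, standard error 0.1957, adjusted P = 0.0455). In the other direction, Gpi1 of the glycolysis and glycogen set was higher in CKOs (log2 fold change 0.3878, standard error 0.09473, adjusted P = 0.046). Median-ratio scaling changed the sign for 3 of the 4 sets, all but oxidative phosphorylation, which was already below 0. After median-ratio scaling the difference was -0.1334 for glycolysis and glycogen (exact permutation P = 0.02814), -0.1228 for the TCA cycle (exact permutation P = 0.06926), -0.193 for oxidative phosphorylation (exact permutation P = 0.05844) and -0.04306 for fatty acid oxidation (exact permutation P = 0.7532). Of the 81 oxidative phosphorylation genes, 73 were lower in the CKO after median-ratio scaling, 22 of them at the unadjusted threshold. With quantile normalization 57 were lower, 6 of them at the unadjusted threshold (difference -0.07075, exact permutation P = 0.3247), and fatty acid oxidation stayed above 0, at 0.03197. The Reactome pathway of the TCA cycle and respiratory electron transport had 30 of 118 genes lower after median-ratio scaling, where 9.76 were expected (Fisher exact, adjusted P = 9.30e-06), and 0 of 118 with the FPKM as deposited. The paper reports that energy metabolism makes up most of its top terms for the downregulated genes.

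**Figure D3:**
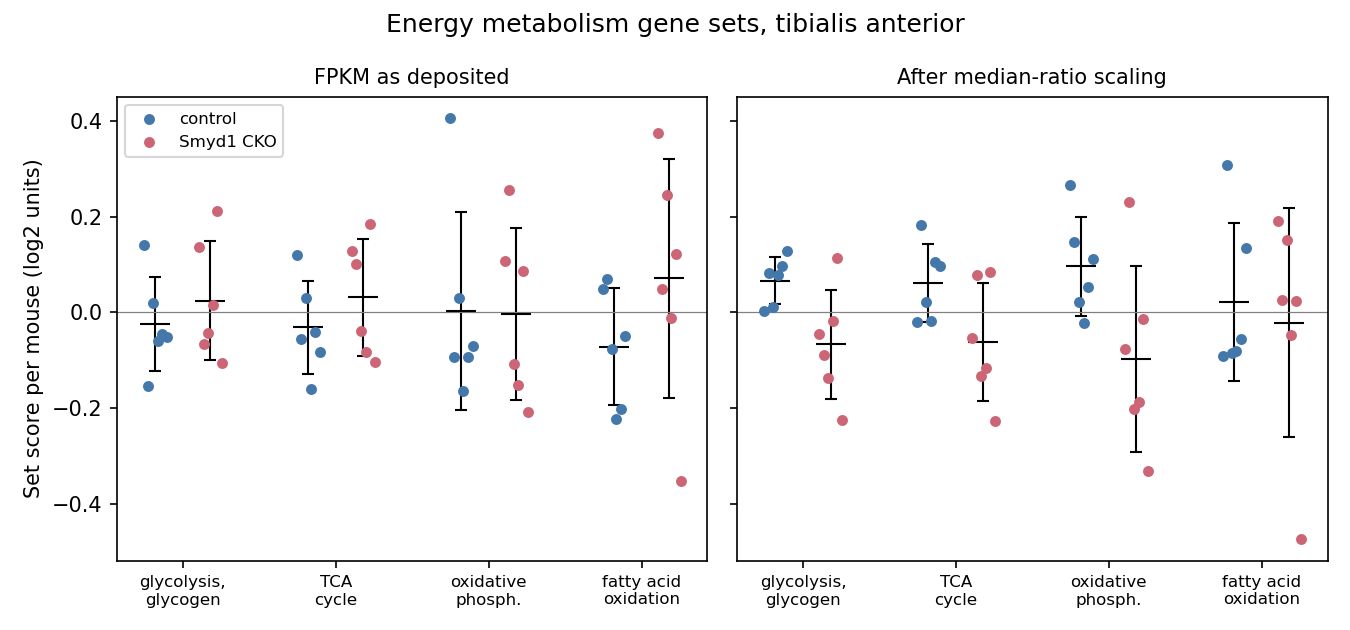
Set score in log2 units (vertical axis) of each mouse for 4 energy metabolism sets, with the mean and SD of 6 mice per group, from the FPKM as deposited (left) and after median-ratio scaling (right). The oxidative phosphorylation difference is -0.00659 on the left and -0.193 on the right.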

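Of 41 fibrosis genes tested, 7 were higher and 1 lower in the CKO at the unadjusted threshold, and 1 was higher at the adjusted one. The fibrosis score was -0.1818 ± 0.477 (SD, n = 6) in controls and 0.1818 ± 0.2708 (SD, n = 6) in CKOs (difference 0.3637, exact permutation test, P = 0.1169). The gene past the adjusted threshold was S100a4 (chromosome 3, 90603771 to 90606045), at 3.28 ± 2.919 FPKM (SD, n = 6) in controls and 12.59 ± 7.132 FPKM (SD, n = 6) in CKOs (log2 fold change 1.995, standard error 0.4653, adjusted P = 0.0386). Of 34 inflammation genes tested, 3 were higher at the unadjusted threshold and none were lower or past the adjusted one. The inflammation score was -0.1664 ± 0.3412 (SD, n = 6) in controls and 0.1664 ± 0.277 (SD, n = 6) in CKOs (difference 0.3327, exact permutation test, P = 0.09524). Neither difference exceeded the SD among controls, in which control 1 had the highest score of both sets, at 0.78 for fibrosis and 0.506 for inflammation. Most genes of both sets had positive log2 fold changes, 38 of 41 and 30 of 34, as did 77.9% of all tested genes. After median-ratio scaling 30 of 41 and 22 of 34 did. When control 1 was left out, the differences rose to 0.556 for fibrosis (exact permutation test, P = 0.00649) and 0.4673 for inflammation (exact permutation test, P = 0.013). In that fit 27 of 41 fibrosis genes were higher at the unadjusted threshold and 17 at the adjusted one, and 15 of 34 inflammation genes and 4. After median-ratio scaling 5 fibrosis and 2 inflammation genes were higher at the unadjusted threshold, while the Reactome pathway Extracellular matrix organization had 33 of 184 genes higher (Fisher exact, adjusted P = 0.000213). The paper reasons that a small number of altered genes in these classes speaks against a degenerative disease.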

Very few genes associated with fibrosis or inflammation exhibited altered expression in *Smyd1* CKO muscle, supporting the idea that this is not a degenerative muscle disease (Fig. S8). 

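The 40 membrane dynamics genes tested included 8 that were higher and 1 that was lower at the unadjusted threshold, with 3 higher at the adjusted one. Their score was -0.09202 ± 0.2143 (SD, n = 6) in controls and 0.09202 ± 0.07998 (SD, n = 6) in CKOs (difference 0.184, exact permutation test, P = 0.07359). Control 1 had the highest score of all mice, at 0.2936. When it was left out, the difference was 0.2612 (exact permutation test, P = 0.006494). In that fit 17 of the 40 genes were higher at the unadjusted threshold and 9 at the adjusted one. Anxa6 (chromosome 11, 54979108 to 55033445) was 20.66 ± 4.304 FPKM (SD, n = 6) in controls and 29.94 ± 3.646 FPKM (SD, n = 6) in CKOs (log2 fold change 0.5483, standard error 0.1297, adjusted P = 0.0408), Dysf was 6.198 ± 0.9436 FPKM (SD, n = 6) in controls and 8.41 ± 0.5741 FPKM (SD, n = 6) in CKOs (log2 fold change 0.4452, standard error 0.1098, adjusted P = 0.0477), and the lower gene was Rab7, with a log2 fold change of -0.4018. Among genes of the triad and calcium handling, which include some calcium channel subunits but not Cacna2d4, 14 of 41 were higher and 3 lower at the unadjusted threshold. After median-ratio scaling 7 were higher and 8 lower. Cacnb1, a subunit of the T-tubule calcium channel, was 18.85 ± 1.327 FPKM (SD, n = 6) in controls and 26.28 ± 3.691 FPKM (SD, n = 6) in CKOs (log2 fold change 0.4679, standard error 0.1046, adjusted P = 0.0323). The membrane dynamics difference dropped furthest against all other genes in limma's camera test, to 0.001291. The paper examined these categories because impaired excitation-contraction coupling usually accompanies centronuclear myopathy, and found many misregulated genes in them.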

Because CNM is usually associated with impaired structure or function of the excitation-contraction coupling apparatus, we scrutinized the gene expression data for differentially expressed genes associated with T-tubules, membrane dynamics or calcium channels and found a large number of genes misregulated in these categories (Fig. S9). Very few of these genes encode actual triad components or are direct facilitators of calcium handling in myofibers; therefore, it is unclear whether this represents a meaningful issue with triad function. 

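The score of the 41 triad and calcium handling genes tested was -0.1183 ± 0.1047 (SD, n = 6) in controls and 0.1183 ± 0.1119 (SD, n = 6) in CKOs, a difference of 0.2365 (exact permutation test, P = 0.006494, 0.02208 adjusted over 17 sets). At the adjusted threshold 4 genes were higher and none lower: Slc8a3, Sln, Cacnb1 and Cacng1. Slc8a3 (chromosome 12, 81197915 to 81333180), which encodes a sodium-calcium exchanger, was 7.564 ± 0.4761 FPKM (SD, n = 6) in controls and 13.04 ± 2.988 FPKM (SD, n = 6) in CKOs (log2 fold change 0.7505, standard error 0.1332, adjusted P = 0.00931). The gene of the sarcoplasmic reticulum calcium release channel, Ryr1, was 106 ± 26.56 FPKM (SD, n = 6) in controls and 120.2 ± 23.4 FPKM (SD, n = 6) in CKOs (log2 fold change 0.2019, standard error 0.1868, adjusted P = 0.557), a difference smaller than the SD among controls. At the unadjusted threshold Cacna1s and Stac3 were higher, with log2 fold changes of 0.4008 and 0.3535, and Camk2a was among the lower genes, at -0.3292. Median-ratio scaling reduced the set's difference the most, to 0.05084 (exact permutation test, P = 0.1883). Because few of the misregulated genes encode triad components or handle calcium directly, the paper leaves open what they mean for triad function.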

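RNA-seq values for the genes assayed by real-time PCR were taken from the same 12 tibialis anterior samples. Smyd2 (chromosome 1, 189880492 to 189922363) was 62.12 ± 7.896 FPKM (SD, n = 6) in controls and 24.14 ± 5.769 FPKM (SD, n = 6) in CKOs (log2 fold change -1.38, standard error 0.1381, adjusted P = 0.000289), and all 6 CKO values lay below all 6 control values. Smyd3, Smyd4 and Smyd5 had log2 fold changes of 0.2267, 0.3188 and 0.3399, with adjusted P of 0.476, 0.361 and 0.422 in limma. Myh1 (chromosome 11, 67200052 to 67224575) was 974.7 ± 90.96 FPKM (SD, n = 6) in controls and 2082 ± 572.9 FPKM (SD, n = 6) in CKOs (log2 fold change 1.051, standard error 0.179, adjusted P = 0.00733). Myh2, Myh4 and Myh7 had log2 fold changes of 1.183, 0.7707 and 2.577, and none passed the adjusted threshold in limma (adjusted P of 0.107, 0.0599 and 0.155). All of them passed the unadjusted threshold. The myosin heavy chain genes are close paralogs, and reads shared between them were discarded by the authors, so that their FPKM are uncertain. Among the genes linked to centronuclear myopathy, Ryr1 had a log2 fold change of 0.2019 (adjusted P = 0.557) and Ptpla one of -0.2862 (adjusted P = 0.341). Dnm2 was 4.199 ± 0.4907 FPKM (SD, n = 6) in controls and 5.733 ± 0.6061 FPKM (SD, n = 6) in CKOs (log2 fold change 0.4417, standard error 0.1081, adjusted P = 0.046), and its log2 fold change was 0.2575 after median-ratio scaling (adjusted P = 0.217). Bin1, Mtm1 and Mtmr14 had log2 fold changes of 0.3729, 0.5202 and 0.1276, with adjusted P of 0.0976, 0.104 and 0.663. Pax7 had a log2 fold change of 0.6518 (adjusted P = 0.21), and Pax3, at 0.05604 FPKM in controls and 0.09853 FPKM in CKOs, was below the filter. Scaling by the median ratio lowered Ptpla to -0.4734 (adjusted P = 0.126), and the length and GC correction brought Ryr1 to -0.03231. The paper compares its RNA-seq with real-time PCR and reports that both gave like results.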

The results of the RNA-seq were consistent with that obtained by real-time PCR (Table S1). Collectively, our gene expression profiling supports the idea that *Smyd1* CKO myofibers fail to extinguish their developmental gene program or express a low level of regenerative gene activity in response to regional myofibrillar damage.

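Across the whole comparison the embryonic and neonatal set was higher in the CKO by 0.8296 log2 units (exact permutation test, P = 0.01732), with 17 of 21 genes higher and 4 of 6 CKO mice above every control. For the regeneration-associated transcription factors 16 of 20 were higher, and 5 of 6 CKO mice scored above every control. Of all tested genes 77.9% had a positive log2 fold change, so the 17 of 21 and 16 of 20 say little by themselves. After median-ratio scaling 15 of 21 and 14 of 20 were higher. Myh8 (chromosome 11, 67277124 to 67308634), the neonatal myosin heavy chain, was 5.147 ± 1.792 FPKM (SD, n = 6) in controls and 9.032 ± 3.739 FPKM (SD, n = 6) in CKOs (log2 fold change 0.741, standard error 0.2994, adjusted P = 0.188), and Myf5 was 0.3857 ± 0.2334 FPKM (SD, n = 6) in controls and 0.8373 ± 0.1698 FPKM (SD, n = 6) in CKOs (log2 fold change 1.08, standard error 0.2912, adjusted P = 0.0654). Slow-twitch fiber genes rose as well, by 1.242 log2 units (exact permutation test, P = 0.0368, 0.06951 adjusted over 17 sets), with 9 of 12 genes higher at the unadjusted threshold. Only 3 of 6 CKO mice scored above every control for these genes. The result lost its threshold in 6 of 10 alternatives and in 6 of the 12 fits that left out one mouse. The same 3 mice had the highest embryonic and neonatal scores, and in them both rises cannot be told apart. The embryonic and neonatal difference stayed between 0.6949 and 0.9913 in the 12 fits that each left out one mouse, and a block by replicate number together with the length and GC correction reduced it to 0.6426 (exact sign-flip test of 6 pairs, P = 0.0625). From this profile the paper proposes that CKO myofibers either fail to shut off their developmental genes or keep up a low level of regenerative gene activity.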

## DISCUSSION

Collectively, our data indicate that myofibers lacking SMYD1 are susceptible to atrophy, weakness, myofibrillar disarray and accumulation of internal nuclei. Broad upregulation of muscle gene expression and internal nuclei in the absence of myofiber regeneration suggests a non-degenerative repair process in response to myofibrillar damage. This phenotype has similarities to human CNM. CNM comprises a heterogeneous collection of similar diseases, all of which result in a high percentage of myofibers with central nuclei in the absence of degenerating or regenerating myofibers. Because *Smyd1* heterozygous mice are phenotypically normal, myopathies due to *Smyd1* mutations would likely be autosomal recessive. Autosomal recessive CNM has been linked to mutations in the genes encoding the membrane-deforming protein amphiphysin 2 (*BIN1*), the major sarcoplasmic reticulum calcium channel ryanodine receptor (*RYR1*) and the giant elastic filament protein titin (*TTN*) (Böhm et al., 2010; Ceyhan-Birsoy et al., 2013; Claeys et al., 2010; Mejaddam et al., 2009; Nicot et al., 2007; Wilmshurst et al., 2010). Similar to *Smyd1* CKO mice, humans with CNM caused by *BIN1* mutations often present with hypotrophy, dense oxidative staining in the vicinity of the central nuclei, myofibrillar disorganization and a nonradial sarcoplasmic reticulum pattern. Unlike the *Smyd1* CKO, type I fiber predominance is common (Jungbluth and Gautel, 2014; Nicot et al., 2007; Toussaint et al., 2011). Comparable to the *Smyd1* CKO, some individuals with CNM caused by *RYR1* mutations exhibit regional myofibrillar disorganization and hypotrophy (Bevilacqua et al., 2011), but, unlike the *Smyd1* CKO, type I fiber predominance is common (Wilmshurst et al., 2010). Humans with CNM caused by *TTN* mutation present with multiple internal nuclei, type I fiber predominance, hypotrophy and endomysial fibrosis (Ceyhan-Birsoy et al., 2013) – symptoms collectively dissimilar to that observed for the *Smyd1* CKO. The phenotype observed in the *Smyd1* CKO is most similar to a subset of clinical CNM categorized as ‘congenital myopathy with prominent nuclear internalization and large areas of myofibrillar disorganization’ (Romero, 2010). A small subset of individuals with CNM also present with cardiomyopathy. CNM with cardiomyopathy is linked to *SPEG* and *DNM2* mutations, but, in many cases, the genetic cause is unknown (Agrawal et al., 2014; Al-Ruwaishid et al., 2003; Gal et al., 2015; Gospe et al., 1987; Verhiest et al., 1976). Because SMYD1 is a crucial regulator of both heart and skeletal muscle development, it is a good candidate for the genetic lesion in cases in which myofibril disarray presents in both skeletal and cardiac myocytes.

Despite its important functions in striated muscle, *SMYD1* mutations have not been identified in any patient with congenital myopathy. It is known that SMYD1 has a crucial role in heart development (Gottlieb et al., 2002); thus, humans with *SMYD1* mutations would likely exhibit congenital heart defects. No clinical cases of congenital heart defects arising from *SMYD1* mutations have been reported, but one report found single-nucleotide polymorphisms in exon 6 associated with hypertrophic cardiomyopathy (Abaci et al., 2010). Thus, human *SMYD1* loss-of-function mutations might be so detrimental to heart development that, like for mice, embryonic survival is compromised and myopathy is not assessed.

Loss of SMYD1 was more detrimental to males than to females. *Smyd1* CKO males exhibited a greater percent loss of strength, muscle mass and body weight than females. Likewise, CKO females exhibited fewer fibers with central nuclei (19% in males vs 9% in females) and less reduction in myofiber diameter. These observations suggest that loss of SMYD1-induced myopathy has a greater impact on males than females. Other than in X-linked myotubular myopathy (XLMTM), to our knowledge, the effect of sex on the severity of CNM disease has not been reported. As for prevalence, *DNM2* and *BIN1* mutations seem to equally affect both sexes (Böhm et al., 2010; Jeub et al., 2008). *TTN* mutations were only reported in males (Ceyhan-Birsoy et al., 2013). *RYR1* mutations were reported for both males and females (Bevilacqua et al., 2011; Wilmshurst et al., 2010). Our data raise the possibility that gender-specific differences in autosomal CNM have gone unnoticed.

Loss of SMYD1 primarily produced centralized nuclei and hypotrophic fibers in fast-twitch muscles; the soleus was largely unaffected. This fiber-type difference was also apparent in real-time PCR assays where alterations in gene expression were only observed for the tibialis anterior. The pathological differences between fast- and slow-twitch muscles are unlikely to be caused by differences in *Smyd1* expression because approximately equivalent levels of the SMYD1 protein were observed in both tibialis anterior and soleus. Furthermore, SMYD1 exhibited similar sarcomeric localization in both type I and II fibers. Therefore, SMYD1 might have discrete functions in fast- and slow-twitch fibers, and the precise function of SMYD1 in type I fibers remains unknown.

The lack of an obvious phenotype in slow-twitch muscle could be the result of differential expression of a SMYD1 methylation target or SMYD1-interacting molecule. We found no differences in gene expression in control versus *Smyd1* CKO soleus for any of the genes assayed by real-time PCR. Thus, slow-twitch fibers might lack one or more SMYD1-interacting co-regulators or downstream-acting transcription factors. We tested the hypothesis that increased expression of other SMYD family members compensates for the absence of SMYD1 in the soleus; however, the results of these experiments showed that this was not the case. Expression of *Smyd2*, *3*, *4* and *5* was unaffected in the soleus. In the tibialis anterior, the only SMYD family member with altered expression was *Smyd2* and it was downregulated. SMYD2 contributes to titin stability and maintenance of the I-band by methylating HSP90 (Donlin et al., 2012). Thus, defects in fast-twitch, but not slow-twitch, muscles could be due to a synergistic effect of absence of SMYD1 and reduction of SMYD2.

*Smyd1* CKO tibialis anterior exhibited increased numbers of oxidative fibers as assayed by NADH-TR staining. Because there was no increase in abundance of type I fibers in the tibialis anterior, these data most likely reflect an increase in type IIa and IIx fibers. Overexpression of *Myog* promotes switching from glycolytic to oxidative metabolism without altering fiber type (Hughes et al., 1999). Furthermore, *Myog* is expressed to a greater level in oxidative fibers (Voytik et al., 1993). Thus, the increased prevalence of oxidative fibers in the *Smyd1* CKO could explain why *Myog* was upregulated. *Myog* upregulation in this situation might have more to do with increased oxidative metabolism rather than regeneration, which was almost completely absent. Note that, although CKOs exhibited increased numbers of oxidative fibers, central nuclei were most prevalent in glycolytic fibers. Thus, the presence of a central nucleus is not the direct cause of the difference in fiber type, but we cannot exclude the possibility that the oxidative fibers had a central nucleus at some point in the past.

The most striking defect identified by TEM was myofibrillar disorganization. We suspect that the areas of myofibrillar disorder must not be large enough to cause fiber degeneration, but might still promote expression of contractile genes in order to repair the defects. These data support findings in zebrafish, suggesting that SMYD1 is important for sarcomere assembly and stability (Just et al., 2011; Li et al., 2013; Tan et al., 2006). Knockdown of *smyd1a* and *b* in zebrafish embryos severely impairs sarcomerogenesis by 24 hpf, leaving thick and thin filaments in complete disarray. Affected myofibers also exhibited centrally located nuclei. Thus, it was concluded that SMYD1 is required for myofibril organization during myofiber maturation (Tan et al., 2006). Our data are consistent with these observations in that we observed myofibrillar disorganization, albeit not to the extent seen in zebrafish mutants. These differences in phenotype could be due to timing of *Smyd1* ablation. Zebrafish mutants or morphants lose *Smyd1* expression from the myoblast stage, whereas our CKO eliminates *Smyd1* in myofibers perinatally.

The mechanism(s) through which SMYD1 contributes to myofibrillogenesis is largely unknown. SMYD1 colocalizes with nascent myosin in immature sarcomeres and then with the M-line protein myomesin in mature sarcomeres (Just et al., 2011). Thick-filament chaperones *hsp90a1* and *unc45b* are upregulated in zebrafish when *smyd1a/b* expression is reduced (Just et al., 2011; Li et al., 2013). These observations implicate SMYD1 in the regulation of myosin folding, degradation and assembly into sarcomeres. Morpholino-mediated downregulation of zebrafish *smyd1b* led to decreased myosin protein without affecting mRNA levels (Li et al., 2013). In contrast, our data from *Smyd1* CKO mice revealed upregulation of all MyHC isoform genes and concomitant increases in MyHC proteins, with the exception of slow MyHC/Myh7. Because many other muscle developmental genes were upregulated in the *Smyd1* CKO, we suggest that increased expression of MyHC and other muscle genes is a repair response due to myofibril damage or failure to completely mature myofibers.

CNM is considered to be a disease of the triads, the anatomical site of excitation-contraction coupling within a myocyte (Jungbluth and Gautel, 2014). In fact, most of the genes linked to CNM affect the triad either directly or indirectly through importance in membrane curvature or endocytosis. We did not observe structural triad defects, but found reduced numbers of triads in the *Smyd1* CKO tibialis anterior and broad alterations in expression of triad-associated genes. Reduced triad numbers reflect lack of a fully developed triad network, which should envelope each sarcomere. Thus, in *Smyd1* CKO myocytes, there is less triad surface area per sarcomere, which would adversely affect excitation-contraction coupling. Reduced triad numbers might reflect impaired fiber maturation. Alternatively, centrally located nuclei might affect the overall architecture of the intermyofibrillar network. Architectural abnormalities in the intermyofibrillar network could result in decreased numbers of triads per Z-line junction as assayed in this study.

Because SMYD1 is a muscle-specific histone methyltransferase, we suspected that the CKO phenotype would, at least in part, result from altered epigenetic regulation/transcription of genes known to cause CNM. However, reduced mRNA levels were only observed for *Ptpla* (∼60% decrease). *Ptpla* (also known as *HACD1*) encodes an enzyme required for elongation of very-long-chain fatty acids (Ikeda et al., 2008), which contributes to the architecture of curved membranes. Triads are structures comprising highly curved membranes and CNM often results from triad defects – thus, establishing a molecular link between *Ptpla* and CNM. Reduced expression of *Ptpla* could impair the construction of triads and lead to reduced triad numbers, as observed in the *Smyd1* CKO.

SMYD1 represses transcription when tethered to DNA, via recruitment of co-repressors to its MYND domain (Gottlieb et al., 2002). Thus, SMYD1 might be a repressor of muscle developmental gene expression. This could explain why SMYD1 is exported from the nucleus to the cytosol during myoblast fusion (Berkholz et al., 2014; Nagandla et al., 2016; Sims et al., 2002) and the reason why muscle development genes were upregulated in the *Smyd1* CKO. The only transcription factor known to interact with SMYD1 is the muscle-specific activator skNAC (Sims et al., 2002; Yotov and St-Arnaud, 1996). Most *skNAC*-null mice die during embryogenesis, owing to heart defects; those that survive exhibit muscle defects, including reduced mass and impaired regeneration, but not CNM (Park et al., 2010). Differences in muscle phenotypes between *skNAC*-null and *Smyd1* CKO mice illustrate non-redundant functions for SMYD1 and skNAC. skNAC is a transcription factor, whereas SMYD1 is both a co-regulator and sarcoplasmic effector of myofibrillogenesis.

In summary, elimination of SMYD1 from skeletal muscle produces a myopathy characterized by increased internal nuclei, hypotrophy, myofibrillar disarray and weakness. Defects primarily manifest within type II fibers, illustrating fiber-type differences in SMYD1's biological activities. Furthermore, our data reveal a gender-specific penetrance in phenotype that could relate to clinical cases where men are more severely affected than women. Collectively, our results suggest that loss of SMYD1 affects myofiber maturation and implicate protein methylation in myofibrillar organization.

## MATERIALS AND METHODS

### Animals

*Smyd1^flox/flox^* mice were developed in collaboration with Dr Haley Tucker (University of Texas, Austin, TX) (Rasmussen et al., 2015). *Smyd1^+/−^* mice were generated by crossing *Smyd1^flox/flox^* to the maternal deleter *Tg(Sox2-cre)* (Hayashi et al., 2003) (Jackson Laboratory, stock #8454). *Rosa26^YFP/YFP^* and *Myf6^cre/+^* mice were obtained from the Jackson Laboratory (stock #7903 and #10528, respectively). Mice for experimental analysis were obtained from the following cross: *Myf6^cre/+^; Smyd1^+/−^*×*Smyd1^flox/flox^; Rosa26^YFP/YFP^*. Controls were *Myf6^cre/+^; Smyd1^flox/+^; Rosa26^YFP/+^*. CKOs were *Myf6^cre/+^; Smyd1^flox/−^; Rosa26^YFP/+^*.

The following primers were used for genotyping: Cre-F: 5′-GCCACCAGCCAGCTATCAACTC-3′, Cre-R: 5′-TTGCCCCTGTTTCACTATCCAG-3′, Smyd1-F: 5′-TCATGAGATGGGCATGAGCC-3′, Smyd1-R1 5′-GCATACGCACATGTGCTCGC-3′, Smyd1-R2: 5′-CTCACTTGCGTCCCAGTACTTG-3′. Smyd1-F/R1 identifies wild-type and flox alleles (432 bp and 552 bp, respectively). Smyd1-F/R2 identifies the null allele (∼500 bp). All experimental procedures involving mice were approved by the Institutional Animal Care and Use Committee of the University of Houston.

### Strength and motor coordination tests

Strength was assayed by a grip strength test. The device consisted of a scale attached to a wire mesh. The scale was immobilized and grip strength was measured by allowing the mouse to grasp the wire mesh with all four paws and then pulling the tail with increasing force until it releases its grip. The test was repeated three times per mouse with a 15 s interval between tests. Data reported is the maximum pull of the three trials.

Strength was also assayed by an inverted grid hang test (Deacon, 2013). This device consists of a wire grid suspended 12 inches above a soft surface. The mouse was placed on the wire grid, which was then inverted such that the mouse was hanging from the grid upside down. Data was time to fall. The trial was stopped if the mouse did not fall after 5 or 8 min for males and females, respectively.

Strength, endurance and motor coordination was assayed by a rotarod test. The test consisted of four trials per day for two consecutive days with 15 min intervals. The rotarod apparatus (Med Associates Inc. ENV-577M) was programmed for continual acceleration from 4 to 40 rpm over 5 min. Data recorded were either the time that had elapsed when the animal fell from the rotarod or when the animal completed two 360° rotations, whichever occurred first.

### Body composition

Body composition (% fat and lean mass) was calculated by MRI using an Echo MRI (Echo Medical Systems, Houston, TX).

### Evans blue dye uptake

To assay sarcolemmal integrity, one group of mice was not exercised, whereas a second group received a single treadmill exercise regimen of 30 min running at 12 m/min on a 5° incline. Evans blue dye (5 μl of 1% solution in PBS/g body weight) was given by intraperitoneal (IP) injection 30 min post-exercise. The non-exercised group received Evans blue dye at the same time. Tibialis anterior muscle was collected 24 h post-injection as described below. Evans blue dye uptake was assayed in cryosections by far-red fluorescence.

### Tissue collection

Muscles were dissected in PBS immediately after euthanasia. Excess PBS was removed by blotting on a paper towel. Muscles were then weighed in pairs using an analytical scale (Denver Instrument, model# SI-114). For RNA or protein extraction, tissues were snap-frozen in liquid nitrogen and stored at −80°C. For histology (H&E staining), tissues were fixed by overnight immersion in Bouin's fluid. For immunofluorescence, Evans blue dye fluorescence and NADH-TR staining, tissues were snap-frozen in liquid-nitrogen-cooled isopentane and stored at −80°C until preparation of cryosections.

### Real-time PCR

Total RNA was extracted from muscle using TRIzol reagent according to the manufacturer's protocol (Life Technologies, Carlsbad, CA). mRNA levels were measured using TaqMan gene expression assays with 6-carboxyfluorescein (FAM)-labeled probes from Applied Biosystems (Life Technologies) (Mm00437457_m1 for *Bin1*, Mm00514582_m1 for *Dnm2*, Mm01282275_m1 for *Mtm1*, Mm01184733_m1 for *Mtmr14*, Mm01332489_m1 for *Myh1*, Mm01332564_m1 for *Myh2*, Mm01332463_m1 for *Myh3*, Mm01332518_m1 for *Myh4*, Mm01319006_g1 for *Myh7*, Mm01329494_m1 for *Myh8*, Mm01203489_g1 for *Myod1*, Mm00446195_g1 for *Myog*, Mm01354484_m1 for *Pax7*, Mm01729860_m1 for *Ptpla*, Mm01175211_m1 for *Ryr1*, Mm00477663_m1 for *Smyd1*, Mm00660598_m1 for *Smyd2*, Mm00510201_m1 for *Smyd3*, Mm00662052_m1 for *Smyd4* and Mm00523415_m1 for *Smyd5*) and custom oligos for *Pax3* (Pax3-F: 5′-CCAGAGGGCGAAGCTTACC-3′, Pax3-R: 5′-GTTGATTGGCTCCAGCTTGTTT-3′, Pax3-Probe: 5′-TCTGGTTTAGCAACCGCCGTGCA-3′, Biosearch Technologies, Petaluma, CA). The level of *Gapdh* mRNA was used for normalization. The PCR was run using an ABI Prism 7900HT thermocycler and SDS2.1 software (Applied Biosystems). Data were analyzed by the comparative ΔΔCT method.

### Western blotting

Western blot assays were carried out using total cellular protein. Frozen muscle was homogenized in T-PER buffer (20 ml/g of tissue) (Life Technologies) plus protease and phosphatase inhibitors according to the manufacturer's instructions. Primary antibodies were against Smyd1 (Santa Cruz, cat# sc-79080), myosin heavy chain (MyHC) [Developmental Studies Hybridoma Bank (DSHB), clone MF-20], slow MyHC (DSHB, clone A4.840) or β-tubulin (DSHB, clone E7-c). Membranes were visualized by chemiluminescence using SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific, Rockford, IL).

### Histological analyses

H&E staining was performed using a standard protocol. The percentage of myofibers with centralized nuclei was determined by manual counting. The number of fibers exhibiting centralized (internal) nuclei was divided by the total number of fibers in the tissue cross-section (approximately 2900 fibers/tibialis anterior and 700 fibers/soleus). Myofiber minimum Feret diameter was calculated using the measurement feature of NIS Elements software (Nikon Instruments, Tokyo, Japan). For soleus, 500 fibers were measured. For tibialis anterior, 72 fibers were measured at seven evenly spaced locations (total of 504 fibers).

NADH-TR staining was performed on 10-μm tibialis anterior cryosections by standard methods. The oxidative reaction was conducted for 15 min at room temperature followed by quenching with PBS. Slides were then stained with DAPI and coverslips mounted with VECTASHIELD HardSet Mounting Medium (Vector Laboratories, Burlingame, CA) to correlate oxidative staining peculiarities with the presence of centralized nuclei.

Immunofluorescence was performed on 10-μm cryosections by standard methods. 1× casein-10% normal serum-PBST was used for protein blocking and as the antibody diluent (10× casein stock solution and normal serum were from Vector Laboratories). All slides were stained with DAPI and coverslips mounted with Vectashield Hard Set mounting medium (Vector Laboratories). Antibodies were: goat anti-Smyd1 (Santa Cruz, cat# sc-79080), mouse anti-slow-MyHC (DSHB, clone A4.840) and mouse anti-embryonic-MyHC (DSHB, clone F1.652).

### Microscopy

Stereoimages (brightfield and fluorescence) were captured with a Leica MZ10F stereomicroscope and the extended depth-of-focus feature of LAS v3.7 software (Leica Microsystems, Wetzlar, Germany). Brightfield and epifluorescence images of tissue sections were obtained using a Nikon Ti-E inverted microscope equipped with a DS-Fi1 5-megapixel color camera (Nikon Instruments), a CoolSNAP HQ2 14-bit monochrome camera (Photometrics, Tucson, AZ) and NIS Elements software v4.13 (Nikon Instruments).

### Transmission electron microscopy

1- to 2-µm cubes (six cubes/animal) of tibialis anterior muscle were immersion fixed in 0.1 M sodium cacodylate buffer (pH 7.2) containing 2.5% glutaraldehyde and 20 mM calcium chloride. Tissues were post-fixed and heavy-metal-contrasted with potassium ferrocyanide, osmium tetroxide, thiocarbohydrazide, uranyl acetate and lead aspartate (Lafontant et al., 2013). After dehydration through an acetone series, tissues were embedded in Embed-812 resin (Electron Microscopy Sciences, Hatsfield, PA) and ultrathin sections (100 nm) were imaged on a Tecnai G2 Spirit BioTWIN (FEI Company, Hillsboro, OR) electron microscope. The abundance of triads was calculated by counting the number of triads per Z-line junction. At least 75 non-overlapping images were captured per animal at 26,500× from at least 15 individual fibers. Images were evenly spaced along the length of each fiber and no more than five images were captured per fiber.

### RNA-seq

Tibialis anterior total RNA (100 ng) from six control and six CKO mice was depleted of ribosomal RNA using the ScriptSeq Complete Gold kit from Epicentre (cat# SCL24EP) following the manufacturer's instructions. The 12 libraries were submitted at a 20 nM-multiplexed concentration for sequencing on the Illumina HiSeq platform at the DNA core facility at the University of Texas M. D. Anderson Cancer Center (Houston, TX). After adapters were trimmed from raw RNA-seq data, reads were aligned to the mouse genome using bowtie2 (Langmead et al., 2009) and tophat (Trapnell et al., 2009), allowing at most two mismatches. Reads that mapped to multiple locations in the genome were discarded. The abundance of each transcript was computed using cufflinks. The abundance of each transcript was expressed as FPKM (fragments per kilobase of transcript per million mapped reads). We used DESeq to obtain differentially expressed (*P*<0.05) genes between two conditions (Anders and Huber, 2010). Genes with less than three aligned read counts across all the samples were not considered. Enriched gene ontology terms were obtained using DAVID (Huang et al., 2009) with the mouse genome as the background set of genes. Robust *z*-score, which was computed for each gene from the FPKM values across all the replicates of the two conditions, was used to generate the heat maps. The dataset was deposited to the NCBI Gene Expression Omnibus (GEO) database under series accession number GSE71679 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71679).

### Statistical analyses

For experiments with more than two experimental groups, quantitative data were subjected to one-way analysis of variance (ANOVA) using MedCalc v14.12.0 software (MedCalc Software bvba, Belgium). Rotarod data was analyzed by two-way ANOVA. If the ANOVA was positive (*P*<0.05), a post-hoc Student–Newman–Keuls test was performed for pairwise comparison of subgroups. For studies with two experimental groups, an independent samples Student's *t*-test was performed. A *P*-value of <0.05 was considered significant for all tests.

How the deposited data were processed for this re-analysis (not part of the article)

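RNA was measured by sequencing in the tibialis anterior of 12 mice aged 6 weeks, 6 controls and 6 Smyd1 CKOs, with 1 library per mouse. The authors depleted ribosomal RNA with the ScriptSeq Complete Gold kit, trimmed adapters, aligned reads with bowtie2 and tophat allowing at most 2 mismatches, and discarded reads that mapped to several places. The authors then computed the deposited FPKM values with cufflinks. The authors took their own differential expression from counts with DESeq and dropped genes with few reads. The counts are not in the files analysed here, so that step was not repeated. The genome build, the annotation and the tool versions are not stated in the paper.

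Each of the 12 files held 23950 rows of one FPKM per gene symbol. The 27 rows whose symbol had become a date were left out because they no longer name a gene, and 23923 genes remained. Positions, transcript lengths and GC content came from GENCODE mouse release 21 (GRCm38), matched by symbol for 95.2% of the genes. Reads that map to several places were discarded before the FPKM were made, so the values of close paralogs, such as the myosin heavy chain and globin genes, are uncertain.

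The depth in reads is unknown. The relative depth of each sample was read from the steps between FPKM values below 0.15, where genes are covered by few fragments. It ran from 0.986 in CKO 5 to 1.77 in CKO 1, relative to control 1. No confidence interval was given for single values because it would need counts.

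The main comparison used limma 3.58.1 in R 4.3.3, with an intensity trend in the prior variance and no block, on log2(FPKM + 0.1) of the FPKM as deposited, for genes with at least 0.1 FPKM in at least 6 of the 12 samples. P-values were adjusted by the Benjamini-Hochberg method over the 12695 genes tested. The paper gives its cutoff as P below 0.05 without saying whether it was adjusted, so both counts are given. Adjusted P in the text are limma's. Gene sets were lists written by hand before the files arrived. The score of a set in a mouse is the mean over the tested genes of the set of the log2 value minus the mean of the gene over the 12 samples, and the groups were compared by an exact permutation test over 924 assignments. The text names every gene of the real-time PCR panel, the 5 largest increases and the 5 largest decreases past the adjusted threshold whose CKO values all lay on one side of the control values, and from each set the 3 genes with the smallest P. A few other genes are named only as members of a set that passed a threshold. Some genes that meet this rule are not reported, and none were put in their place. They stay in the fit, the counts and the set scores.

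The alternatives set before the files arrived were a pseudocount of 1, a filter at 1 FPKM or none, median-ratio scaling, quantile normalization, a per-sample correction for transcript length and GC content with splines of 4 terms, the replicate number as a block, this block with the correction, each sample left out in turn, limma without the trend, sample weights, and limma's camera test for the sets. The correction holds an intercept for each sample and so also removes a shift of a whole sample. Leaving out genes with an FPKM of 0 in one sample and at least 10 in another was added after the values were seen. Reactome pathways of 10 to 500 genes, from the fgsea 1.28.0 package, were tested by a one-sided Fisher exact test, which was also added after the files arrived.

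The code was tested on simulated data with 200 changed genes. It recovered 95.8% of genes changed 4-fold and 61.5% of genes changed 2-fold at an adjusted P below 0.05, and 4.29% of the genes it called were unchanged. The simulated genes varied independently, with no shift of a whole sample and no outlying sample. The data here have both, so the 4.29% does not carry over to the genes called in them. The exact permutation test called 5.4% of null rows at 0.05. Real-time PCR, western blots, histology and the soleus were left out, since none of them are in the files analysed here.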

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

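Single samples far from the rest of their group were looked for in 200 groups of 6, the set scores and named genes in controls and in CKOs. By chance 10 groups would be flagged, and 18 were, so single flags carry little weight. Of the 18, 10 fell in control 1. Its set scores were the highest of the controls for myofibrillar proteins (0.0719, the others -0.406 to -0.259), embryonic and neonatal genes (0.227, the others -0.657 to -0.431), oxidative phosphorylation (0.407, the others -0.163 to 0.031), fibrosis (0.78, the others -0.448 to -0.258) and inflammation (0.506, the others -0.376 to -0.171). Its FPKM was the highest of the controls for Cilp (9.62), Cox8a (9.84), Vcam1 (2.1) and Tlr4 (2.12), and the lowest for Mbp (1.06).

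A set of 3 technical explanations was tested for control 1, each with its prediction written after its values had been seen. Low depth would make CKO 5, of similar depth, deviate in the same way, and the Spearman rho across genes between both deviations was -0.0971, so low depth alone does not account for it. A transcript length trend in that sample was present, with a rho across genes of -0.284 between its deviation from the other controls and transcript length. Genes are not independent replicates. For a mislabelled sample, the prediction was that control 1 would be nearer the CKOs in most of the 50 genes that separate the other samples best. It was nearer the other controls in 21 of 50, so the prediction was met. The same placement gave 46 to 49 of 50 for the other 5 controls, 25 for CKO 5, 35 for CKO 2 and 43 to 49 for the other 4 CKOs. After median-ratio scaling it gave 25 of 50 for control 1 and 19 for CKO 5. On the first principal component, which held 24.8% of the variance, control 1 lay on the side of the CKOs (-27.8, where the other controls had 10.7 to 34.1). Against a swapped label, Smyd2 in control 1 was 53.78 FPKM, where the CKOs had 19.61 to 35.09 and the other controls 53.87 to 73.65. This comparison with Smyd2 was chosen after seeing its values. Control 1 may be a control with a length-dependent difference in its library, and neither that nor a labelling or mixing error can be ruled out from the files. No biological explanation was tested, since the design holds no other variable. Control 1 stayed in the main fit as set beforehand. Without it the adjusted counts were the largest of the 12 fits that left out one mouse, at 1075 genes higher and 69 lower.

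The other flags were spread over 5 samples. In control 2, the neuromuscular junction score was the lowest of the controls at -0.454, Slc8a3 was the lowest at 6.62 FPKM and Hbb-b1 the lowest at 0.0275 FPKM. In control 3, Kcnma1 was the highest at 4.94 FPKM. CKO 4 had the lowest Smyd5 of its group (0.36 FPKM), CKO 2 the only Gm2176 value above 0 in its group (0.0493 FPKM), and CKO 5 the lowest Kdm5d (1.15 FPKM) and Hbb-b2 (0.299 FPKM). No test was run for these 8, which is fewer than chance would give, and several sit at FPKM values that rest on few fragments.

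Among genes whose CKO values all lay above the control values, the largest increases were in genes the paper does not discuss. The log2 fold changes were 3.837 for Cilp, 2.836 for Cpne2, 2.568 for Gdf11, 2.324 for Srrm4os and 2.265 for Ttc9, each with all 6 CKO values above all 6 control values and with adjusted P in limma of 0.000289, 0.00163, 0.000532, 0.00557 and 0.00163. A shift of all genes on the FPKM scale changes them little: after median-ratio scaling they were 3.654, 2.676, 2.394, 2.187 and 2.11. In the main fit, bias between the groups by transcript length (rho 0.0372) or GC content (rho 0.0277) was small across genes. RNA from other cells was not tested for these genes, so a change in cell composition may contribute, and they are left as an observation. Among sets of other tissues, peripheral nerve was higher in CKOs by 0.4502 (exact permutation test, P = 0.03247) and adipose tissue by 0.6064 (P = 0.04545), without adjustment. Blood was not (difference -0.009132, exact permutation test, P = 0.987).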

How the results depend on the processing

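The alternatives were set before the files arrived except where said. Of 21 headline results, 3 kept their direction and their side of the threshold under every alternative: the neuromuscular junction, membrane structure and denervated-muscle set scores. Their size still moved, at most from 0.5366 to 0.3181, from 0.2777 to 0.07672 and from 0.8285 to 0.6127. Of 82 named genes, 38 kept direction and side of the threshold, among them Smyd2, Myh1 and Cilp.

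Median-ratio scaling, which removes a shift of a whole sample, gave 841 genes higher and 944 lower at the unadjusted threshold and 97 and 90 at the adjusted one. The set differences became 0.2973 for myofibrillar proteins, 0.04389 for ion channels, 0.05084 for the triad, 1.065 for slow-twitch genes, -0.1334 for glycolysis, -0.1228 for the TCA cycle and -0.04306 for fatty acid oxidation. Mtmr14 went to -0.05151, Ddx3y to -0.0255 and Alas2 to -0.009882. Quantile normalization, which gives all samples one distribution, gave 810 and 837 unadjusted, 101 and 68 adjusted, 0.06151 for ion channels, -0.03086 for glycolysis, -0.01215 for the TCA cycle, 1.102 for slow-twitch genes, -0.06322 for Mtmr14 and -0.0612 for Alas2.

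The length and GC correction gave 773 and 964 unadjusted and 97 and 89 adjusted. It gave 0.2942 for myofibrillar proteins, 0.02537 for ion channels, 0.05137 for the triad and 1.06 for slow-twitch genes. Glycolysis, at -0.1323, and oxidative phosphorylation, at -0.1825, passed the threshold (exact permutation test, P = 0.04329 and 0.04545). The values were -0.1106 for the TCA cycle and -0.03396 for fatty acid oxidation. Mtmr14 went to -0.05756, Ryr1 to -0.03231 and Alas2 to -0.02059. It also holds an intercept per sample, which could explain why its counts resemble those of scaling. With the replicate block added, the set differences were the same by construction, their tests were those of 6 pairs, embryonic and neonatal genes (0.6426) lost their threshold, and the counts were 792 and 973 unadjusted and 94 and 83 adjusted.

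Sample weights, which count control 1 and CKO 5 less, gave 3704 genes higher unadjusted, 1400 higher and 115 lower adjusted, and 0.02542 for Kdm5d. Without a filter, 170 genes were higher at the adjusted threshold. A filter at 1 FPKM gave 1.155 for slow-twitch genes and 0.07895 for chaperones, and a pseudocount of 1 gave 0.9435 for slow-twitch genes. Limma's camera test compares a set with all other genes and so takes out a common shift. Its differences, mean log2 fold change of the set minus that of all other genes, were 0.3006 for myofibrillar proteins and 0.2112 for transcription factors. They were 0.03709 for ion channels, 0.05393 for the triad, -0.1338 for glycolysis and -0.1206 for the TCA cycle. The others were -0.1906 for oxidative phosphorylation, -0.0399 for fatty acid oxidation and -0.3474 for chaperones. The transcription factors lost their threshold in no other alternative.

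Across the 12 fits that each left out one sample, the adjusted counts ran from 88 to 1075 higher and from 18 to 69 lower. The set differences ran from -0.05817 to 0.07406 for oxidative phosphorylation, 0.08238 to 0.2277 for fatty acid oxidation, 0.3104 to 0.556 for fibrosis, 0.273 to 0.4673 for inflammation, 0.1523 to 0.2612 for membrane dynamics and 0.9065 to 1.486 for slow-twitch genes. Alas2 ran from -0.01567 to 0.2821, Krt10 from -0.1998 to 0.07618 and Kdm5d from -0.1346 to 0.08965. Among named genes, the other alternatives gave 64 weaker and 34 stronger rows. Leaving out genes at 0 beside high values, chosen after seeing the data, gave 2303 and 224 unadjusted.

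The depth in reads is unknown, which limits statements on genes near the filter: a gene such as Pax3, below 0.1 FPKM in both groups, was not detectable as changed at this depth.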

Differences from the paper's values

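The paper reports 603 genes upregulated and 630 downregulated, from DESeq on read counts. The fits here used limma on FPKM, so the counts are set beside those of another method and input. At an unadjusted P below 0.05 the main fit gave 2300 and 224, and at an adjusted P below 0.05 it gave 257 and 34. For the unadjusted count of upregulated genes, median-ratio scaling (841), quantile normalization (810), the length and GC correction (773) and the replicate block with that correction (792) fell within 1.5 times the paper's 603, and no other alternative set before the files arrived did. For the unadjusted count of downregulated genes, median-ratio scaling (944) and quantile normalization (837) fell within 1.5 times the paper's 630, and the others did not. None of the alternatives closed the gap for either adjusted count.

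The paper counts 14 upregulated genes that encode myofibrillar proteins, and 27 genes of the hand-written set were higher at the unadjusted threshold. None of the alternatives closed this gap. The paper counts 5 regeneration-associated transcription factors and 8 of the hand-written set were higher. The counts fell within 1.5 times the paper's under a filter at 1 FPKM (4), no filter (7), median-ratio scaling (5), quantile normalization (4), the length and GC correction (4), the replicate block without (7) and with that correction (4), and without control 4, 5 or 6 or CKO 1, 3, 4 or 6. They did not with a pseudocount of 1, without the trend, with sample weights, or without control 1, 2 or 3 or CKO 2 or 5. In both cases the list of genes differs from the paper's, which came from ontology terms.

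The paper gives a decrease of Ptpla of 60% by real-time PCR, and the RNA-seq mean was lower by 18.2%. As a ratio of CKO to control, Ptpla was about 0.39 in the paper's Table 1, read by eye, and 0.818 here. No alternative closed either gap. Mtm1 was about 0.94 in Table 1, read by eye, and 1.44 here. Median-ratio scaling, quantile normalization, the length and GC correction, and the block with that correction came within 1.5 times the paper's value. So did the fits without control 4, control 6 or CKO 5, and the rest did not. Ryr1 was about 1.7 in Table 1, read by eye, and 1.13 here. The fits without control 2, 4, 5 or 6 or without CKO 1, 2 or 5 came within 1.5 times the paper's value, and the rest did not. The log2 fold change of Ryr1 was at most 0.3029 in the fits that left out one mouse, so the ratio stayed below the paper's. Values were read for 18 genes of the PCR panel, of which 3 differed.

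The paper places most terms of the downregulated genes in energy metabolism. In the main fit the differences were 0.04933 for glycolysis and glycogen, 0.06246 for the TCA cycle, -0.00659 for oxidative phosphorylation and 0.143 for fatty acid oxidation, and all 4 were below 0 with the length and GC correction, with limma's camera test and with median-ratio scaling, at -0.1334, -0.1228, -0.193 and -0.04306 with the last. By PCR the paper calls Ryr1 upregulated and Ptpla downregulated, and neither passed the threshold in limma here (adjusted P of 0.557 and 0.341). By PCR the paper calls Dnm2 unchanged, and it passed the threshold in the main fit (log2 fold change 0.4417, adjusted P = 0.046 in limma). It did not pass in 6 of 9 alternatives, with an adjusted P of 0.217 in limma after median-ratio scaling, or in 10 of the 12 fits that left out one mouse. By PCR all of Myh1, Myh2, Myh4 and Myh7 were increased in the paper, and here all 4 had positive log2 fold changes with only Myh1 past the adjusted threshold. All 4 passed the unadjusted threshold in limma (P of 2.94e-05, 0.00616, 0.00167 and 0.0157), so their direction matches the PCR.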

Other observations

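Most genes were higher in the CKO: 77.9% had a positive log2 fold change. For a shift of all genes on the FPKM scale, a prediction was written after this was seen. It was that scaling would even out the counts, and scaling gave 841 higher and 944 lower. Median-ratio scaling centres each sample on its typical gene, so near-balanced counts follow whatever the cause, and no conclusion is drawn from them. The median-ratio factors were higher in CKOs (exact permutation test, P = 0.026), which restates the same observation. The 10 most abundant genes took 32.3% ± 1.96 (SD, n = 6) of the FPKM sum in controls and 28.9% ± 1.82 (SD, n = 6) in CKOs (exact permutation test, P = 0.01732), so a few abundant genes may contribute to the shift. A difference in depth was not seen (exact permutation test, P = 0.565). The files do not show whether the shift is technical or a change in RNA content.

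Other splits of the 12 samples into 6 and 6 were fitted, 100 of the 462 possible with the real one included, and each count was compared with the larger direction of a split. For the 2300 genes higher at the unadjusted threshold 2 of the 100 splits gave as many, and for the 224 lower genes 66 of the 100 did. For the 257 and 34 genes at the adjusted threshold, 1 of the 100 splits gave as many in each case, the real one. Because the lower genes are the smaller direction of the real split and were set against the larger direction of the others, the 66 says little about them. The median over the other splits was 136 higher and 199 lower genes. The splits were fitted only with the FPKM as deposited.

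Smyd1 itself was 37.39 ± 5.642 FPKM (SD, n = 6) in controls and 34.14 ± 4.365 FPKM (SD, n = 6) in CKOs (log2 fold change -0.128, adjusted P = 0.545 in limma). After median-ratio scaling the log2 fold change of Smyd1 was -0.3155 (adjusted P = 0.0797). The files hold 1 value per gene, so a loss of the floxed exons cannot be seen in them. Genes within 10 Mb of Smyd1 could carry donor-strain DNA. Of 44 such genes 4 passed the unadjusted threshold, 9.09% against 19.9% of the other genes (one-sided Fisher exact P = 0.984), so no excess was found there.

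Transcript length bias between the groups was tested across 11662 genes outside the muscle sets, and the rho with log2 fold change was 0.0372. For GC content it was 0.0277. Genes are not independent replicates. Both are below the limit of 0.1 set before the files arrived. For the signed statistic of the replicate block fit they were 0.106 and -0.0141, so the value for length passed that limit there. As a check of sex, 0 of the 12 samples had Xist at 1 FPKM or a Y-linked gene under 1 FPKM. The highest Xist was 0.109 FPKM and the lowest Y-linked gene 1.15 FPKM, so no sample of the other sex was found.

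A denervation-like program was tested as a hypothesis with a prediction written before the files arrived. The denervated-muscle set was higher in the CKO by 0.8285 log2 units (exact permutation test, P = 0.004329), in 6 of 6 CKO mice above the control mean, with 10 of 14 genes higher and 1 lower at the unadjusted threshold. Genes of this set also belong to the embryonic and junction sets, so the data may reflect either program and cannot separate them. Thick-filament chaperones, whose induction follows loss of smyd1 in zebrafish, were not higher (difference -0.1643, exact permutation test, P = 0.329).

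Slow-twitch fiber genes varied among the CKO mice. Their score fell into 3 mice with low and 3 with high values, with a gap of 40.9% of the range between them. Slow muscle carried over during dissection could give such a pattern, and so could a change of fiber type. The same 3 mice, CKO 1, CKO 3 and CKO 6, also had the highest embryonic and neonatal scores, 0.723 to 1.09 where the other 3 CKOs had -0.394 to 0.241. Across the 6 CKOs both scores rose together (Pearson r = 0.946, exact P = 0.0125, 0.0333 adjusted over 4 relations). This correlation was computed after the scores were seen. In the controls r was 0.476 (exact P = 0.417). With 3 CKOs on each side of the gap, the correlation may rest on the gap itself and cannot be tested within either part. With the FPKM as deposited, the other 3 CKOs had slow-twitch scores within the range of the controls (-1.21 to -0.0494). Their embryonic and neonatal scores lay above 5 of the 6 controls. After median-ratio scaling this no longer held for CKO 5, which at -0.481 lay above only control 4 (-0.527). In CKO 1, CKO 3 and CKO 6 the embryonic rise cannot be told apart from what raised the slow-twitch genes. For CKO 5, whether the embryonic score rose at all depends on the scaling. Both explanations of the slow-twitch pattern remain.

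Ttn, one of the most abundant genes (place 20 by FPKM where it has a value), was 0 FPKM in 3 controls and 5 CKOs and 639 to 871 FPKM in the other 4 samples. It lies on chromosome 2 from 76703980 to 76982547 (GRCm38), with a longest transcript of 106824 bases. An upper limit on the fragments handled at one locus could explain the zeros, a prediction written after they were seen. Samples with a value had lower depth (exact permutation test, P = 0.0424), and 7 of the 8 samples at 0 were deeper than every sample with a value, but CKO 5 was shallower than all of them, so the zeros cannot be told apart from another cause. With a value in only 4 samples, Ttn was below the filter and absent from the main fit and its set scores. Leaving out such genes, also chosen after seeing the data, gave 2303 genes higher at the unadjusted threshold. That count does not bear on Ttn, which the filter had already removed.

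Ibsp, Mmp13 and Spp1 were high in CKO 4 and CKO 6, at 6.15 and 2.41 FPKM for Ibsp where no other sample passed 0.654. Bone tissue in those samples was tested with 10 other bone genes, with a prediction written after the values were seen. Their score was higher in the pair by 0.469 than in the rest, but control 1 had the highest of all (0.441), so the prediction that the pair would lead was not met. CKO 6 and CKO 4 came next at 0.393 and 0.388, ahead of CKO 5 at 0.0997, so bone tissue in the pair is not ruled out.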
